# Phosphoproteome and Transcriptome of RA-Responsive and RA-Resistant Breast Cancer Cell Lines

**DOI:** 10.1371/journal.pone.0157290

**Published:** 2016-06-30

**Authors:** Marilyn Carrier, Mathilde Joint, Régis Lutzing, Adeline Page, Cécile Rochette-Egly

## Abstract

Retinoic acid (RA), the main active vitamin A metabolite, controls multiple biological processes such as cell proliferation and differentiation through genomic programs and kinase cascades activation. Due to these properties, RA has proven anti-cancer capacity. Several breast cancer cells respond to the antiproliferative effects of RA, while others are RA-resistant. However, the overall signaling and transcriptional pathways that are altered in such cells have not been elucidated. Here, in a large-scale analysis of the phosphoproteins and in a genome-wide analysis of the RA-regulated genes, we compared two human breast cancer cell lines, a RA-responsive one, the MCF7 cell line, and a RA-resistant one, the BT474 cell line, which depicts several alterations of the “kinome”. Using high-resolution nano-LC-LTQ-Orbitrap mass spectrometry associated to phosphopeptide enrichment, we found that several proteins involved in signaling and in transcription, are differentially phosphorylated before and after RA addition. The paradigm of these proteins is the RA receptor α (RARα), which was phosphorylated in MCF7 cells but not in BT474 cells after RA addition. The panel of the RA-regulated genes was also different. Overall our results indicate that RA resistance might correlate with the deregulation of the phosphoproteome with consequences on gene expression.

## Introduction

Retinoic Acid (RA), the major active derivative of vitamin A, is essential for all steps of life, from the embryo to the adult, through the regulation of the expression of a battery of target genes involved in cell differentiation, proliferation, adhesion, migration, death or survival [1, 2]. These effects of RA are mediated by nuclear receptors, RAR (α, β and γ), which are ligand-dependent regulators of transcription and bind specific response elements (RAREs) located in the promoters of their target genes [1, 3]. Recently, genome-wide high throughput sequencing and chromatin immunoprecipitation coupled with deep sequencing expanded the repertoire of the RA-target genes in several cell lines [3–7]. However, today it is clear that RA also has non-transcriptional effects and activates kinase cascades [8, 9]. These kinases phosphorylate several targets in the cytosol and translocate into the nucleus where they phosphorylate RARs themselves as well as other proteins [8, 10]. Phosphorylation is a widely used mechanism of post-translational modification that controls protein activity, stability, turnover, and interaction with DNA or partner proteins [11].

Cancer with aberrant cell growth and differentiation blockage often results from alterations of the RA pathway and reciprocally, RA has proven anti-cancer capacity due to its ability to induce growth arrest and cell death and to restore cell differentiation [12]. A vast literature reports that several breast cancer cells are sensitive to the antiproliferative activity of RA while others are resistant. Today, there is increasing evidence that cancer, including breast cancer often results from alterations of the signaling pathways [13]. However the overall phosphorylation events and transcriptional pathways that are altered in such RA-resistant cells have not been the object of systematic studies. In fact, most of the RA-induced phosphorylation events are still unknown, making their large-scale analysis instrumental in understanding the complex signaling events initiated by RA.

The purpose of the present study was to determine whether the phosphorylation events induced by RA in RA responsive cells, were altered in RA resistant cells subsequently to alterations of the « kinome ». Therefore we compared two human breast cancer cell lines, the MCF7 cell line, which responds to the antiproliferative action of RA and the BT474 cell line, which is RA-resistant. BT474 cells depict several PI3K mutations and amplification of the erb-b2 receptor tyrosine kinase (*ERBB2*) gene [14], but RA resistance has been correlated to *ERBB2* amplification and to the subsequent alterations of the downstream PIEK/Akt signaling pathway [15]. For both cell lines, the phosphorylated proteins were large-scale analyzed before and after RA treatment, using high-resolution nano-LC-LTQ-Orbitrap mass spectrometry [16, 17] associated to phosphopeptide enrichment [18, 19]. As phosphorylation of RARs and their coregulators is well known to control the expression of RA target genes [20–22], these two cell lines were also compared in a genome-wide analysis of the RA-regulated genes. This study revealed major differences not only in the basal “phosphoproteome” but also in the RA-induced phosphorylation events indicating that alterations of the “kinome” interfere with the ability of RA to activate phosphorylation cascades. Consequently the phosphorylation of several transcription factors including RARα was affected with consequences on RA target genes regulation.

## Materials and Methods

### Cell culture, extracts preparation and digestion for phosphoproteins analysis

MCF-7 and BT474 human breast cancer cell lines were purchased from the American Type Culture Collection (ATCC) and cultured as monolayers under standard conditions as previously described [9, 22]. 17x10^6^ MCF7 or 42x10^6^ BT474 cells were seeded in 15 cm Petri dishes (4 dishes per cell line). When cells were 80–90% confluent, *all-trans* RA (10^−6^ M) (Sigma Aldrich) was added to two dishes and vehicle (0.1% ethanol) to the two others, after 24h in low (1%) serum medium conditions, without insulin and phenol red. Then the cells were scrapped for cytosolic and nuclear extracts preparation.

Cytosolic extracts were obtained by lysis in hypotonic buffer (10 mM HEPES-KOH pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 1 mM EDTA and 0.5% Igepal CA-630). Nuclear extracts were obtained by incubating the remaining pellet in extraction buffer (20 mM HEPES-KOH pH 7.9, 1.5 mM MgCl_2_, 420 mM NaCl, 1 mM EDTA and 25% glycerol). Purity of the extracts was assessed by immunoblotting with antibodies against β-tubulin (IGBMC facility) and lamin A/C (Santa Cruz Biotechnology), which are present exclusively in the cytosol and in the nucleus respectively. All buffers were ice-cold and supplemented with 1 mM PMSF, 50 μM NaF, 5 mM Na_3_VO_4_ (Sigma Aldrich), complete protease inhibitor cocktail (PIC) and PhosSTOP (Roche Diagnostics).

Under these conditions, MCF7 cells yielded 3.5 mg of cytosolic proteins and 0.8 mg of nuclear proteins, while BT474 cells yielded 6.5 and 1.6 mg of cytosolic and nuclear proteins respectively.

Only 0.35 mg of each extract preparation were used since it was the maximum analyzable sample size for MS. Samples were TCA-precipitated (12h at 4°C) and centrifuged (14000 rpm, 30 min, 4°C). Pellets were washed twice with 500 μL cold acetone, centrifuged (14000 rpm, 10 min, 4°C), urea-denatured (8M urea in Tris-HCl 0.1 mM), reduced with 5 mM Tris (2-carboxyethyl) phosphine (TCEP, Hampton research) for 30 min, and then alkylated with 10 mM iodoacetamide (30 min in the dark). Reduction and alkylation were performed at room temperature under agitation (850 rpm).

Then the samples were divided in two. One half (175 μg) was digested at 37°C with endoproteinase Lys-C (Wako chemicals) in 8 M urea for 6h, followed by an overnight digestion with modified Trypsin (Promega) in 2 M urea. The other half was digested overnight with Chymotrypsin (Promega) in 1 M urea at 25°C. All enzymes were diluted 1:100 (w/w). The resulting peptides were desalted on C18 spin-columns (Harvard apparatus) and dried (Speed-Vacuum). An aliquot (10 μg) of the Lys-C/Trypsin digest was kept for direct analysis, and the other samples were submitted to phospho-enrichment.

### RARα immunoprecipitation and digestion

In this case, larger amounts of proteins and RARα enrichment by immunoprecipitation were required due to the low abundance of the RARα protein. Therefore, the cells were first amplified as adherent cultures in 15 cm cell culture dishes (MCF7: 60 dishes, BT474 76 dishes). Five days before the experiments, the cells were trypsinized, pooled, counted and divided into two equal 3 L suspension cultures per cell line (MCF7: 2,58 X 10^8^, BT474: 13,8 X 10^8^ cells per 3 L culture). Then cells were treated with 10^−6^ M RA or vehicle for 30 minutes (one 3 L culture per condition) after 24h in low serum medium conditions.

Whole cell extracts were prepared by suspending the cells in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5% glycerol and 0.5% Igepal CA-630) supplemented with 1 mM PMSF, 50 μM NaF, 5 mM Na_3_VO_4_, 125 nM okadaic acid (Calbiochem), complete PIC and PhosSTOP. After centrifugation, this protocol yielded around 100 mg proteins per culture.

The whole extracts were incubated with 2 mouse monoclonal antibodies raised against RARα, one recognizing the C-terminal region [Ab9α (F)] and the other one the N-terminal region [Ab10α (A1)] [23], bound to Dynabeads Protein G (Invitrogen). These antibodies raised in house were purified and concentrated from ascitic fluid on protein G sepharose and were excellent for the immunoprecipitation of RARα and its detection by MS. Elution was performed in Protein LoBind Tubes (Eppendorf) with 62.5 mM Tris-HCl pH 6.8 containing 2% SDS, 10% glycerol and 3% β-mercaptoethanol, followed by pH neutralization with Tris-HCl pH 9. The eluates (around 200μg proteins) were reduced, alkylated (see above) and digested with Thermolysin (Promega) (1:5 w/w), in 50 mM Tris-HCl, 0.5 mM CaCl_2_ (75°C, overnight).

### Phosphopeptide enrichment

Samples were suspended in loading buffer [50% acetonitrile (ACN), 0.1% trifluoroacetic acid (TFA)], incubated with PHOS-Select iron affinity beads (Sigma Aldrich) at a ratio 1/2.5 (beads volume μL/peptide mixture μg) for 30 min and loaded into a 200 μL Gel-Loader tip (Costar). After washing with the binding and washing (20% ACN, 1% TFA) buffers, phosphopeptides were eluted with 4% ammonium hydroxide, desalted on Graphite spin-column (Pierce-Thermo Fisher Scientific) and dried (Speed-vacuum).

### LC-MS/MS analysis

Samples were analyzed using an Ultimate 3000 nano-RSLC (Thermo Scientific, San Jose California) coupled in line with an LTQ-Orbitrap ELITE mass spectrometer *via* a nano-electrospray ionization source (Thermo Scientific, San Jose California).

Peptides were loaded on a C18 Acclaim PepMap100 trap-column (75 μm ID x 2 cm, 3 μm, 100Å, Thermo Fisher Scientific) for 3.5 minutes at 5 μL/min with 2% ACN, 0.1% formic acid (FA) in H_2_O and then separated on a C18 Accucore nano-column (75 μm ID x 50 cm, 2.6 μm, 150Å, Thermo Fisher Scientific) with a linear gradient from 5% to 50% buffer B (A: 0.1% FA in H_2_O / B: 80% ACN, 0.08% FA in H_2_O). For nuclear and cytosolic extracts analyses the gradient duration was 480 minutes before phospho-enrichment and 240 minutes after phosphoenrichment. For RARα IP analysis, gradient duration was 480 minutes, before and after phospho-enrichment, because thermolysin digestion produces a higher number of peptides than trypsin digestion. The total duration was set to 520 (or 280) minutes at a flow rate of 200 nL/min and at 40°C.

The mass spectrometer was operated in data-dependent mode with survey scans from m/z 300–1600 acquired in the Orbitrap at a resolution of 120,000 at m/z 400. The 15 most intense peaks from survey scans were selected for further fragmentation in the LTQ with an isolation window of 2.0 Da and were fragmented by CID with a normalized collision energy of 35%. Unassigned and single charged states were rejected. To enhance phosphorylation detection, Multi-Stage Activation was enabled and the corresponding neutral loss masses were 32.66; 49.00; 65.33 and 98.00.

The Ion Target Value for the survey scans in the Orbitrap and the MS2 mode in the LTQ were set to 1E6 and 5E4 respectively and the maximum injection time was set to 100 ms for both scan modes. Dynamic exclusion was used. Exclusion duration was set to 30 s, repeat count was set to 1 and exclusion mass width was ± 10 ppm.

Proteins were identified by database searching using SequestHT with Proteome Discoverer 1.4 software (Thermo Fisher Scientific) against the Human Swissprot database (2013–06 release, 20218 entries). Precursor and fragment mass tolerance were set at 7 ppm and 0.5 Da respectively, and up to 2 missed cleavages were allowed. Oxidation (M) and Phosphorylation (S, T, and Y) were set as variable modification, and Carbamidomethylation (C) as fixed modification.

Peptides from nuclear and cytosolic extracts were filtered with a 1% FDR (false discovery rate) using the “Target Decoy” Proteome Discoverer’s node and rank 1. Trypsin was defined to cut in C-terminus of Lysine (K) and Arginine (R), whereas Chymotrypsin was defined to cut in C-terminus of Phenylalanine (F), Tryptophan (W), Tyrosine (Y) and Leucine (L). Phosphorylation sites were validated using the PhosphoRS 3.0 node, with at least 99% phospho-site probability. Exported phosphopeptides were then processed using ProteinModificationToolkit, with a cutoff value at 99%, and automatically sent to Motif-x with the following parameters: Occurrences 20 / Significance P < 10^−6^ / Background IPI Human Proteome.

Peptides from RARα immunoprecipitation were filtered with a score versus charge state (1.5 z_1_, 2.5 z_2_, 3 z_3_ and 3.2 z_≥4_, Proteome Discoverer’s recommendations) because dataset was not sufficient to apply FDR and rank 1. Thermolysin was defined to cut in C-terminus of Valine (V), Alanine (A), Methionine (M), Isoleucine (I), Leucine (L) and Phenylalanine (F). RARα phosphopeptides spectra were manually inspected and RARα phosphorylation sites were manually validated.

### High throughput mRNA sequencing (RNA-seq)

Total RNA was extracted from MCF7 and BT474 cells treated or not with RA for 4h. A library of template molecules suitable for high throughput DNA sequencing was created following the Illumina “Truseq RNA sample preparation low throughput” protocol with some modifications, as previously described [24]. Briefly, mRNA was purified from 4 μg total RNA using oligo-dT magnetic beads and fragmented using divalent cations at 94°C for 8 minutes. The cleaved mRNA fragments were reverse transcribed to cDNA using random primers, and then the second strand of the cDNA was synthesized using Polymerase I and RNase H. The next steps of RNA-Seq Library preparation were performed in a fully automated system using SPRIworks Fragment Library System I kit (ref A84801, Beckman Coulter, Inc.) with the SPRI-TE instrument (Beckman Coulter, Inc.). Briefly, in this system double stranded cDNA fragments were blunted, phosphorylated and ligated to indexed adapter dimers, and fragments in the range of ~200–400 bp were size selected. The automated steps were followed by PCR amplification (30 sec at 98°C; [10 sec at 98°C, 30 sec at 60°C, 30 sec at 72°C] x 12 cycles; 5 min at 72°C), and then surplus PCR primers were removed by purification using AMPure XP beads (Agencourt Biosciences Corporation). DNA libraries were checked for quality and quantified using 2100 Bioanalyzer (Agilent). The libraries were loaded in the flow cell at 7pM concentration and clusters generated and sequenced in the Illumina Genome Analyzer IIX as single-end 54 base reads.

Image analysis and base calling were performed using CASAVA v1.7.0. Sequence Reads were mapped onto the hg19 assembly of the human genome by using Tophat v1.4.1 [25] and the bowtie v0.12.7 aligner. Gene expression was quantified using Cufflinks v1.0.1 [26] and gene annotations from Ensembl release 62. Normalization and statistical analysis were performed with the method proposed by Anders and Huber [27] and implemented in the DESeq Bioconductor package. P-values were adjusted for multiple testing using the Benjamini and Hochberg [28] method. Only genes with |log2 fold-change| > 1 and adjusted p-value < 0.05 were considered. Functional analyses of these genes were performed using the Manteia program [29].

### Motif research

The gene regions located ±10 kb from the gene limits (Ensembl release 62) were analyzed using regular expression searches to detect perfect consensus 5’-RGKTSA-3’ half sites with the different spacings. The potential RAR binding elements were aligned on the same strand to ensure the sense and antisense matches gave homogeneous positions.

### Chromatin Immunoprecipitation (ChIP) experiments

They were performed as described previously [20]. Primer sequences are available upon request.

### Cell proliferation, immunoprecipitation and immunoblotting

Cell proliferation was analyzed by using the XTT (2,3bis-(2methoxy-4-nitro-5sulfophenyl)-2H-tetrazolium-5-carboxanilide) assay kit (Roche Diagnostic).

Immunoprecipitation and immunoblotting were described previously [30]. Rabbit polyclonal antibodies against RARα, RPα(F) were described earlier [23]. Mouse monoclonal antibodies recognizing specifically RARα phosphorylated at positions S74 and S77 (Ab36α) were generated by immunization of BALB/c mice with synthetic phosphopeptides coupled to ovalbumin according to standard procedures. Specificity was checked by ELISA with synthetic peptides either non phosphorylated or phosphorylated at S77, S74 or at both S74 and S77.

Mouse embryo fibroblasts (MEFs) expressing RARα WT or RARαS77A in a RAR(α, β, γ) null background were previously described [21].

## Results

### Strategy to compare the phosphorylated proteins in MCF7 and BT474 cells

In order to analyze whether the phosphoproteome is affected in the RA-resistant BT474 cells, compared to the RA responsive MCF7 cells, we performed a large-scale nano-LC-LTQ-Orbitrap MS approach (Fig 1A). As the effects of RA on the signaling pathways are very rapid [9, 21], the cells were treated with RA or the solvent for a short time (30 min).

**Fig 1:**
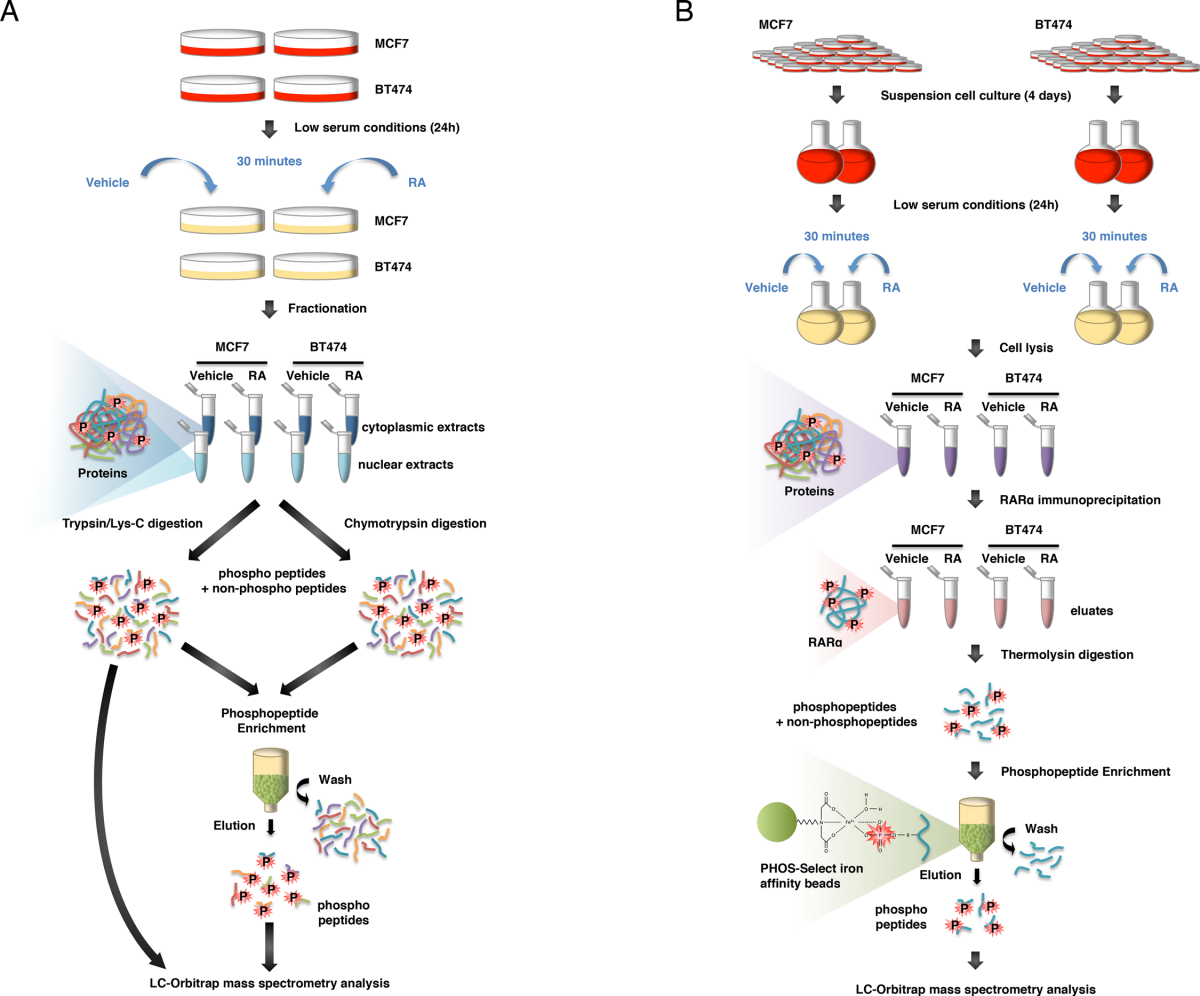
Workflow for the phosphoproteomics strategy. (A) Phosphoproteome. Nuclear and cytoplasmic extracts were prepared and divided in two: one half was digested with trypsin/Lys-C and the other half with chymotrypsin. A small fraction of the trypsin/Lys-C digests was analyzed directly without further purification. The remaining digests were subjected to phosphopeptide enrichment and MS analysis. (B) RARα phosphorylation. Whole cell extracts were prepared from MCF7 and BT474 cells with and without a 30 min RA treatment. RARα was immunoprecipitated and the eluates were thermolysin-digested. Phosphopeptides were enriched and analyzed by nano-LC-LTQ-Orbitrap MS.

Nuclear and cytosolic extracts were prepared from both cell lines, treated or not with RA, in two replicate experiments. Extracts purity was checked by immunoblotting of β-tubulin and lamin A/C which are present exclusively in the cytosol and in the nucleus respectively (S1 Fig). Purity was also checked with GO statistics using the Manteia program [29]. Extracts were divided in two for different proteolytic digestions. One half was digested with trypsin in combination with Lys-C, which both cleave peptides carboxyterminal of the amino acids Lys and Arg. Such a combination reduces missed cleavages due to inhibition of trypsin under the denaturing conditions required for digestion of tightly folded proteins. The other half was digested with chymotrypsin, which cleaves peptides carboxy terminal of aromatic (Tyr, Trp, Phe) or hydrophobic (Leu) amino acids. Combined data obtained from two different proteolytic digests with different cleavage patterns increase sequence coverage [31]. This is important especially when localization of a modification is desired rather than simple protein identification.

Then an aliquot of the trypsin/Lys-C digested samples was submitted directly, without phosphopeptide enrichment, to nano-LC-LTQ-Orbitrap MS, in order to analyze the overall protein composition of the extracts. For each replicate experiment, only the proteins identified with at least two peptides with high confidence in both the vehicle- and RA- treated extracts were selected (S1 and S2 Tables). Then the remaining trypsin/Lys-C-digested samples and the chymotrypsin-digested ones were submitted to phosphopeptide enrichment and analyzed. The results of the two digestion protocols were combined and the phosphopeptides corresponding to the proteins selected above without phosphoenrichment were considered. Proteins with at least one phosphorylated peptide with high confidence were considered (S1 and S2 Tables).

### Phosphopeptides analysis

Patterns among the identified unique phosphopeptides were examined (see materials and methods) and were found to be very similar in both cell lines and in the two experiments (S3 and S4 Tables). First, the number of phosphorylated residues within each phosphopeptide was analyzed. The majority of the phosphopeptides contained 1 or 2 sites (Fig 2A). Only 5% contained 3 phosphorylated sites. Moreover, similar to other studies [32, 33], we observed mostly Ser phosphorylation (70%), followed by Thr (5%) and Tyr (0,4%) (Fig 2B). In both cell lines, RA treatment affected neither the preference for Ser phosphorylation nor the percentage of mono- and bi-phosphorylated peptides (Fig 2A and 2B). The motifs of the phosphopeptides were also examined and proline-directed (SP) and acidic sites (SD and SE) were found to be the most common (S2 Fig). Then we examined the number of phosphorylated sites within each phosphoprotein. In both cell lines, we observed that 50% of the phosphoproteins are phosphorylated at 1 or 2 residues (S3 Fig). Only a few proteins (1%) exemplified by the serine/arginine repetitive matrix proteins 1 and 2 (SRRM1 and SRRM2) carried more than 10 sites.

**Fig 2:**
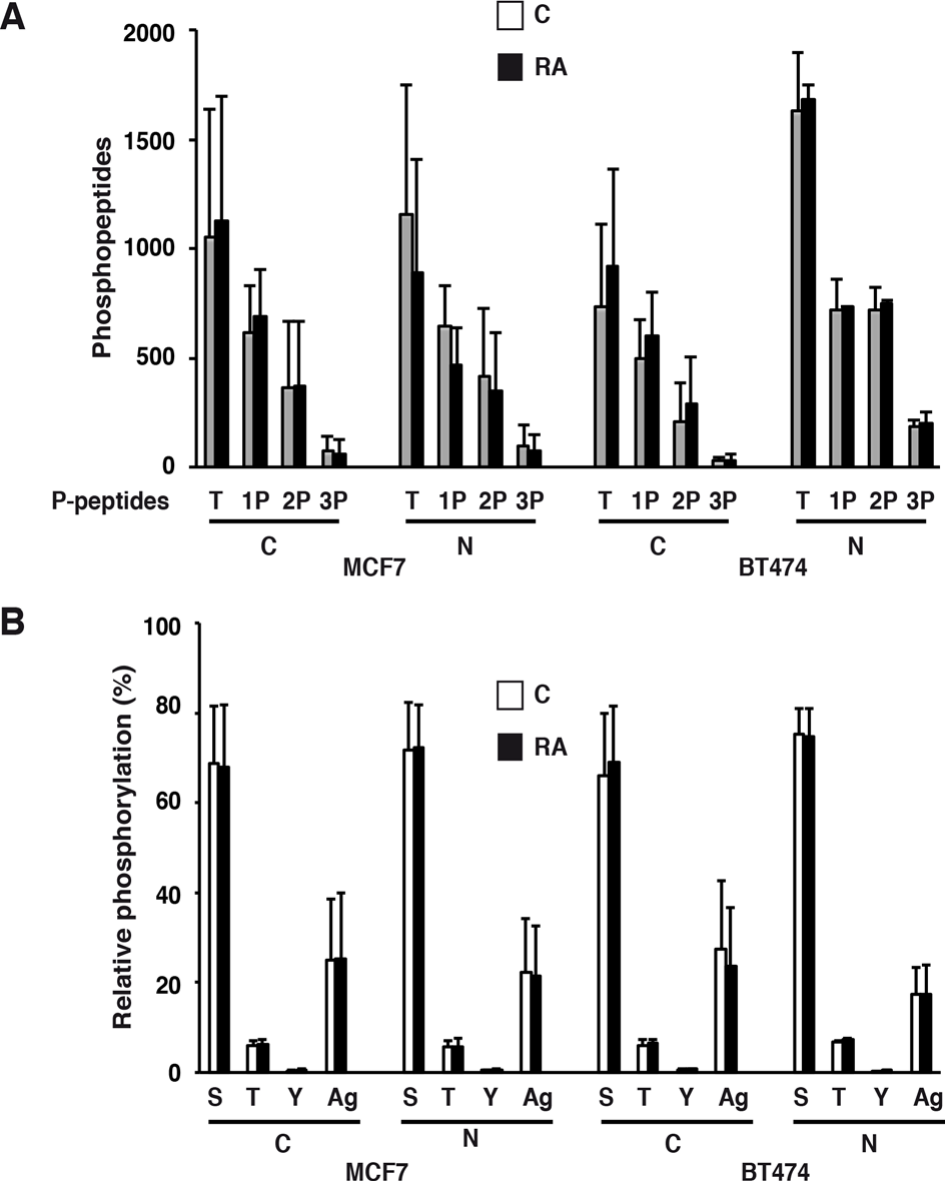
Overview of phosphorylation in MCF7 and BT474 cells. (A) Relative frequency of mono- (1P), bi-(2P) and tri- (3P) phosphorylated peptides in the cytosolic and nuclear extracts of MCF7 and BT474 cells with and without RA treatment. T: total number of phosphopeptides. C: cytosolic extracts, N: nuclear extracts. (B) Relative phosphorylation of Serine (S), Thr (T) and Tyr (Y) residues (Ag: ambiguous). The values are the average ±SD of two experiments.

### Comparison of the cytosolic phosphoproteome

For each cell line, we selected the proteins identified in both the vehicle- and RA- treated cytosolic extracts and in the two replicate experiments. Using this strategy, 1222 and 1452 proteins were identified in the cytosolic extracts of MCF7 and BT474 cells respectively in both replicates (Fig 3A and 3B). Then, for each cell line, the phosphorylated proteins detected in each replicate experiments were crossed not only with each other but also with the total proteins detected in the two replicates (Fig 4A and 4B).

**Fig 3:**
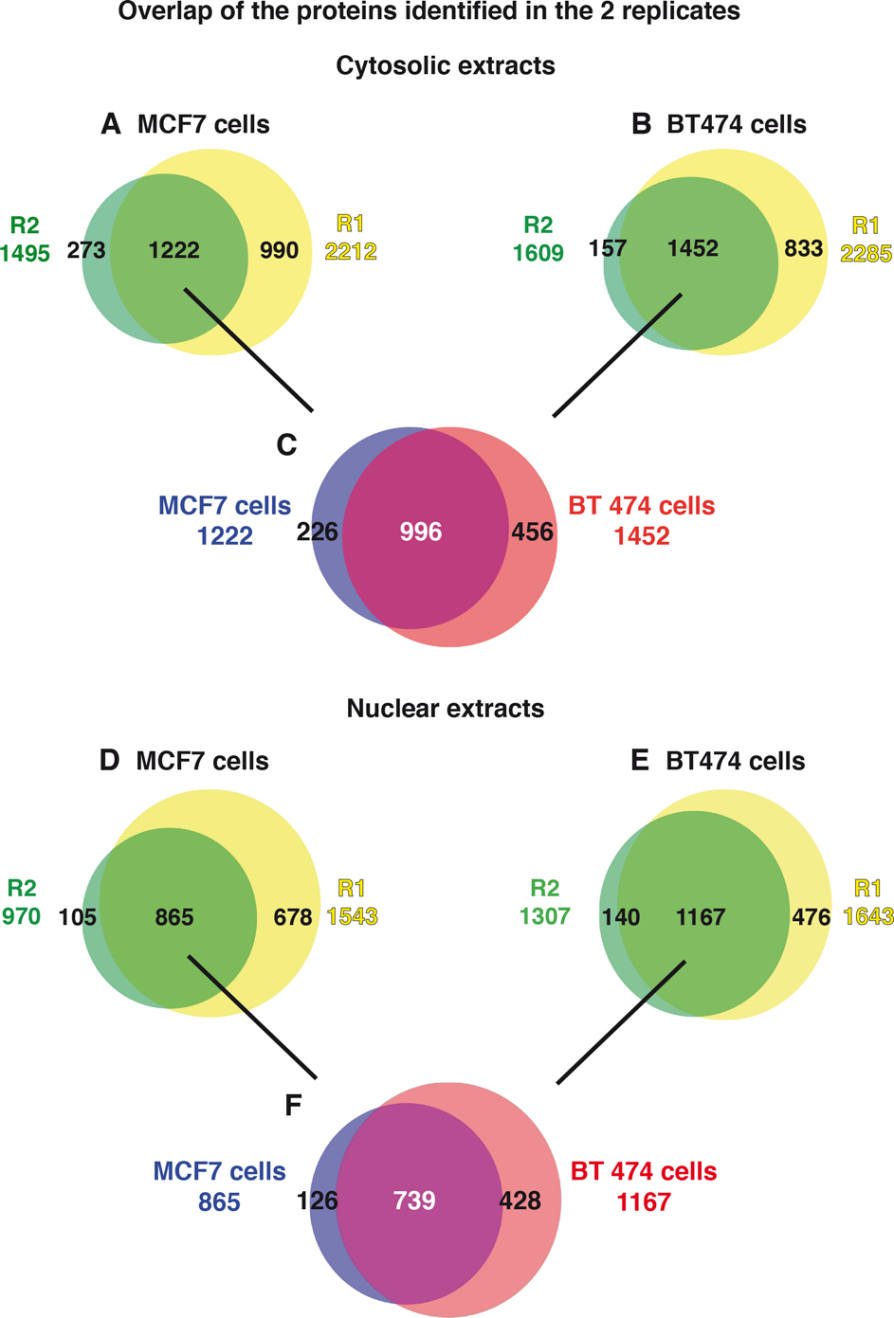
Overlap of the total proteins identified in the two replicate experiments R1 and R2. (A) Overlap of the MCF7 cytosolic proteins identified in the replicate experiments R1 and R2 (B) Overlap of the BT474 cytosolic proteins identified in R1 and R2 (C) Overlap of the MCF7 and BT474 cytosolic proteins. (D) Overlap of the MCF7 nuclear proteins identified in R1 and R2 (E) Overlap of the BT474 nuclear proteins identified in R1 and R2 (C) Overlap of the MCF7 and BT474 nuclear proteins.

**Fig 4:**
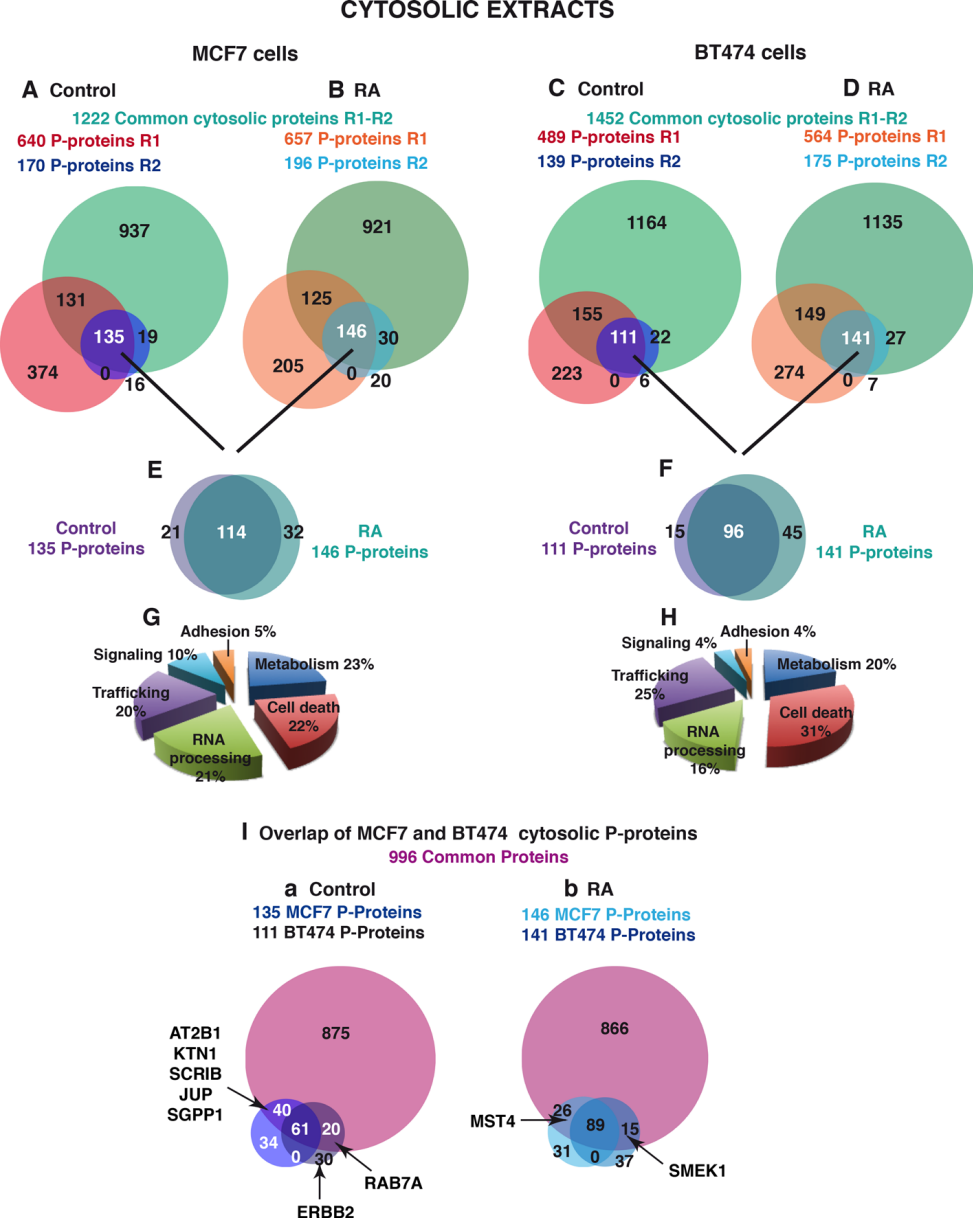
Comparison of the phosphorylated proteins in the cytosolic extracts of MCF7 and BT474 cells. (A and B) Overlap of the cytosolic phosphorylated proteins of MCF7 cells identified in the two replicate experiments R1 and R2. The phosphoproteins identified in the cytosolic extracts of MCF7 cells without (A) or with (B) RA treatment, in each replicate, were crossed with each other and with the common proteins identified in Fig 3. (C and D) Same for BT474 cells. (E and F) Overlap of the phosphorylated proteins identified in the absence and in the presence of RA in the cytosolic extracts of MCF7 (E) and BT474 cells (F). (G and H) 3D pie charts showing the biologic functions of the cytosolic P-proteins identified in MCF7 (G) and BT474 (H) cells. (I) Overlap of the cytosolic phosphoproteins identified in MCF7 and BT474 cells in the absence (a) and in the presence of RA (b).

In the controls, 135 phosphoproteins were scored in MCF7 cells (Fig 4A) and 111 in BT474 cells (Fig 4C), in both replicates. This indicates that around 11% of the MCF7 cytosolic proteins and 8% of the BT474 ones are phosphorylated. These phosphorylated cytosolic proteins were assigned to functional groups, according to enriched Gene Ontology (GO), using the Manteia program (http://manteia.igbmc.fr) [29]. This analysis identified in both cell lines, proteins involved in metabolism, cell death, RNA processing, trafficking/transport, signal transduction and cell adhesion (Fig 4G and 4H).

Next, the same strategy was followed to analyze the proteins phosphorylated after RA treatment. In both cell types, RA treatment affected only mildly the % of cytosolic phosphoproteins (Fig 4B and 4D). Indeed, 80% of the phosphoproteins identified with and without RA treatment overlapped (Fig 4E and 4F).

Then, the cytosolic phosphoproteins profiles of the two cell lines were compared. First, the proteins detected in both cell lines were selected (Fig 3C). Then the MCF7 and BT474 phosphoproteins selected above were crossed not only with each other but also with the overall proteins common to both cell lines (Fig 4I).

In the absence of RA, 61 proteins (corresponding to around 50% of the phosphoproteins identified in each cell line) were phosphorylated in both MCF7 and BT474 cells in both replicates (Fig 4Ia and Fig 5). Note that several proteins involved in Trafficking (AT2B1, KTN1), adhesion/cell junctions (SCRIB, JUP), or in metabolism (SGPP1), were phosphorylated in MCF7 cells only in both replicates. Others such as the Ras-related GTP binding protein Rab-7a were phosphorylated in BT474 cells only (Fig 4Ia and Fig 5).

**Fig 5:**
List of phosphoproteins, grouped per biological functions that were detected in the cytosolic extracts of MCF7 and/or BT474 cells, in the two replicate experiments. For each protein, the phosphopeptides were analyzed manually. The site classes are assigned as acidic (A), basic (B) or proline-directed (P). Phosphoproteins detected in both cell lines (Black), in MCF7 cells only (Green) or in BT474 cells only (Blue). Indicated is whether phosphorylation occurs in the absence of RA only (-), in the presence of RA only (+) or both in the absence and presence of RA (±).

RA treatment increased by 30% the number of proteins phosphorylated in both cell lines (Fig 4Ib). Interestingly, in MCF7 only, RA induced the phosphorylation of MST4 (Fig 4Ib and Fig 5), which is involved in the activation of MAPKs [34, 35], corroborating that RA activates this pathway [9, 21]. In contrast, in BT474 cells only, RA induced the phosphorylation of SMEK1, a subunit of the Ser/Thr protein phosphatase 4, which interferes with the PI3K/Akt pathway [36]. In BT474 cells only, RA also inhibited the phosphorylation of RAB7A (Fig 4Ib). Altogether these results indicate that the cytosolic phosphoproteome of MCF7 cells differs from that of BT474 cells. They also indicate that RA differentially impacts the cytosolic phosphoproteome of both cell lines. Interestingly, around 30 phosphoproteins were detected in one cell line but not in the other one and reciprocally. The best example is the erb-b2 receptor tyrosine kinase that was overexpressed and phosphorylated in BT474 cells only and was not detected in MCF7 cells (Fig 4Ia and Fig 5).

### Comparison of the nuclear phosphoproteome

The same strategy was followed for the nuclear extracts and 865 and 1167 proteins were scored in MCF7 and BT474 cells respectively, in both experiments (Fig 3D and 3E).

In the untreated MCF7 cells, 148 phosphoproteins were scored in the two experiments (Fig 6A), corresponding to around 17% of the overall proteins. In BT474 cells, 343 phosphorylated proteins were scored (Fig 6C), representing a higher percentage (29%) than in MCF7 cells. In both cell types, RA treatment affected only mildly the % of phosphoproteins (Fig 6B, 6D, 6E and 6F). According to enriched Gene Ontology, these nuclear phosphorylated proteins are involved in transcription DNA-templated, chromatin modifications/organization, mRNA processing (splicing) and DNA damage and repair (Fig 6G and 6H).

**Fig 6:**
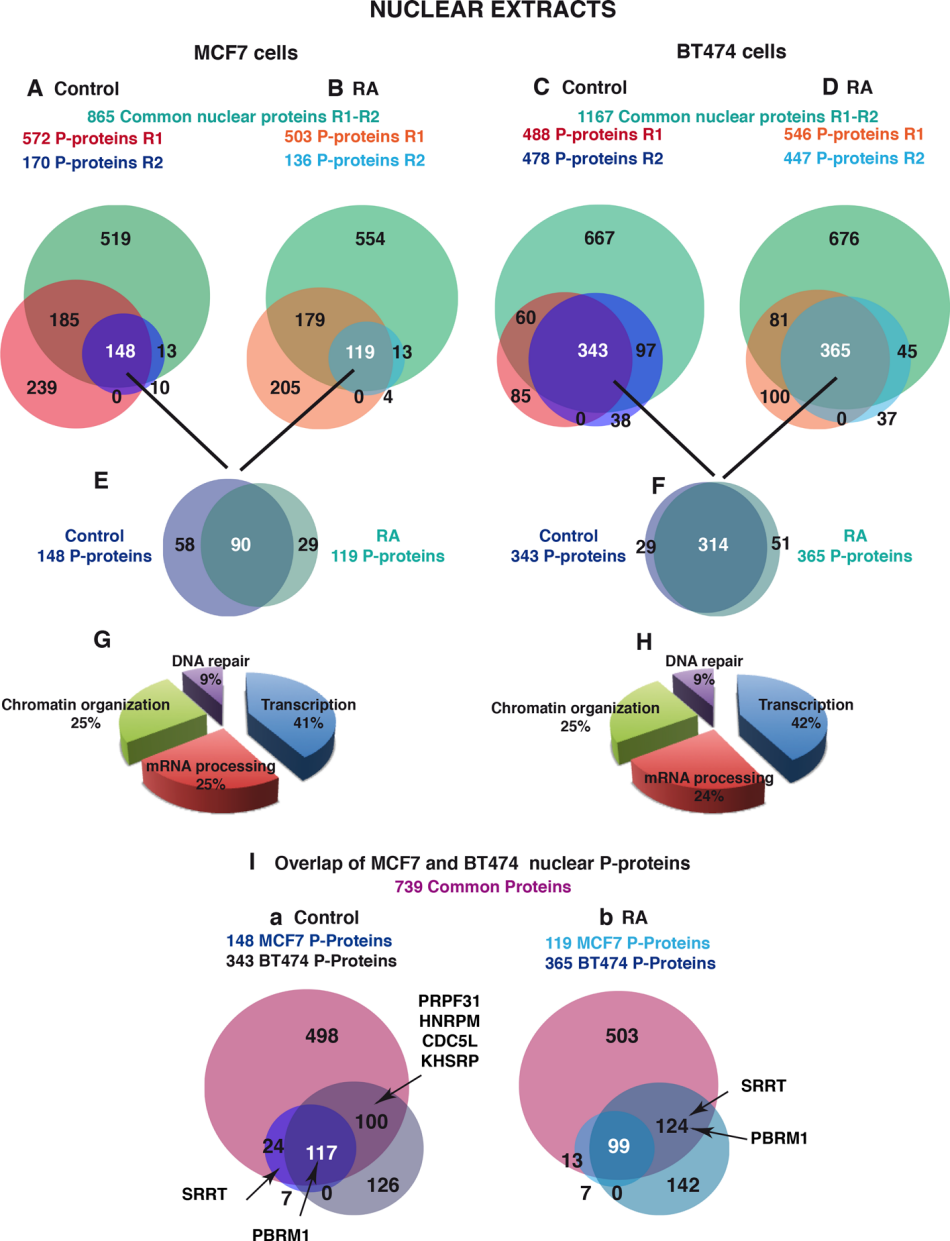
Comparison of the phosphorylated proteins in the nuclear extracts of MCF7 and BT474 cells. (A and B) Overlap of the phosphorylated nuclear proteins of MCF7 cells identified in the two replicate experiments R1 and R2, in the absence (A) or in the presence (B) of RA. (C and D) Same for the phosphoproteins identified in the nuclear extracts of BT474 cells. (E and F) Overlap of the nuclear phosphorylated proteins identified in the absence and in the presence of RA in MCF7 (E) and BT474 cells (F). (G and H) 3D pie charts showing the biological functions of the nuclear phosphoproteins identified in MCF7 (G) and BT474 (H) cells. (I) Overlap of the nuclear phosphoproteins identified in MCF7 and BT474 cells in the absence (a) and in the presence of RA (b).

We next compared the two cell lines (Fig 3E, Fig 6I and Fig 7). The number of nuclear proteins phosphorylated in both cell lines represented 80% of the MCF7 phosphoproteins but only 34% of the BT474 ones (Fig 6Ia). Consequently several proteins involved in mRNA processing (PRPF31, HNRPM, CDC5L and KHSRP) or in DNA repair (PARP1) were phosphorylated in BT474 cells only. The other interesting point is that depending on the cell type, a same protein responded differently to RA (Fig 6Ia and 6Ib and Fig 7). As an example, the protein polybromo-1 (PBRM1) was phosphorylated in both cell lines in the absence of RA but in BT474 only after RA addition. In contrast the Serrate RNA effector molecule homolog (SRRT) was phosphorylated in MCF7 cells only in the absence of RA and in BT474 cells only in the presence of RA. Altogether, these results indicate that RA also differentially impacts the nuclear phosphoproteome of MCF7 and BT474 cells.

**Fig 7:**
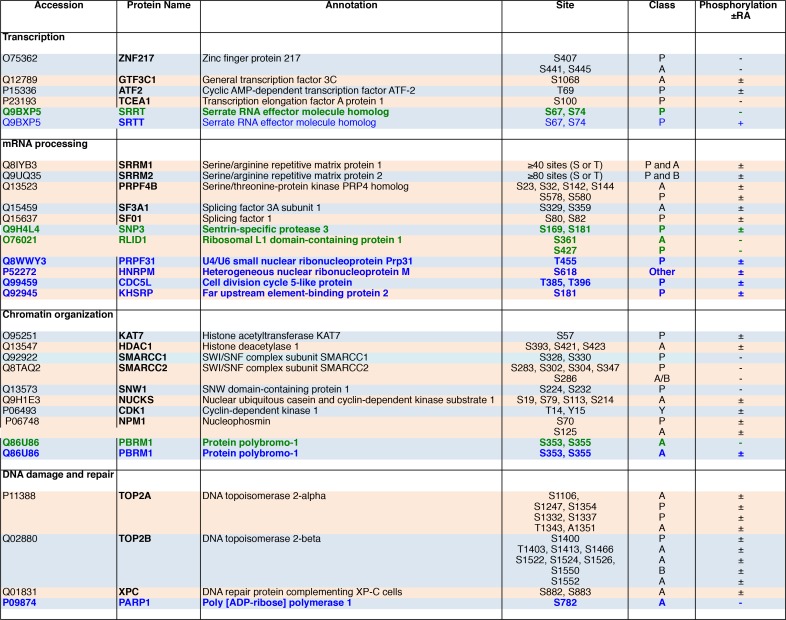
List of phosphoproteins, grouped per biological functions that were detected in the nuclear extracts of MCF7 and/or BT474 cells, in the two replicate experiments. For each protein, the phosphopeptides were analyzed manually. The site classes are assigned as acidic (A), basic (B) or proline-directed (P). Phosphoproteins detected in both cell lines (Black), in MCF7 cells only (Green) or in BT474 cells only (Blue). Indicated is whether phosphorylation occurs in the absence of RA only (-), in the presence of RA only (+) or both in the absence and presence of RA (±).

### RARα phosphorylation analysis

Both MCF7 and BT474 cells express RARα. However the RARα protein, phosphorylated or not, could not be detected in the above nano-LC-LTQ-Orbitrap MS approach, indicating that its abundance was too low for detection under these conditions and/or that digestion was not efficient. Therefore, we performed a large-scale culture of the cells and RARα was enriched by immunoprecipitation (see material and methods) before proteolytic digestion and nano-LC-LTQ-Orbitrap MS analysis (Fig 1B). Two independent biological replicates were performed for each cell line with and without RA treatment (30 min). These conditions allowed the detection of the RARα protein without phosphoenrichment.

Interestingly, digestion simulations indicated that trypsin digestion was not convenient for the detection of RARα phosphopeptides. Indeed, trypsin generated multiple peptides outside of the detectable size range and the N-terminal domain (NTD) was not covered (Fig 8). Consequently, after phosphopeptide enrichment, no or very few RARα phosphopeptides were detected, suggesting that the potential phosphorylation sites were mainly located in the non-covered sequence. Therefore we searched for better enzymes and we selected thermolysin, which cleaves at the N-terminus of the hydrophobic residues Leu, Phe, Val, Ile, Ala and Met. This enzyme led to higher sequence coverage, especially in the NTD of RARα, and generated properly sized peptides embedding the phosphorylation sites (Fig 8). Finally, the phosphopeptides obtained after thermolysin digestion were enriched on PHOS-Select beads and analyzed by nano-LC-LTQ-Orbitrap MS (S5 Table).

**Fig 8:**
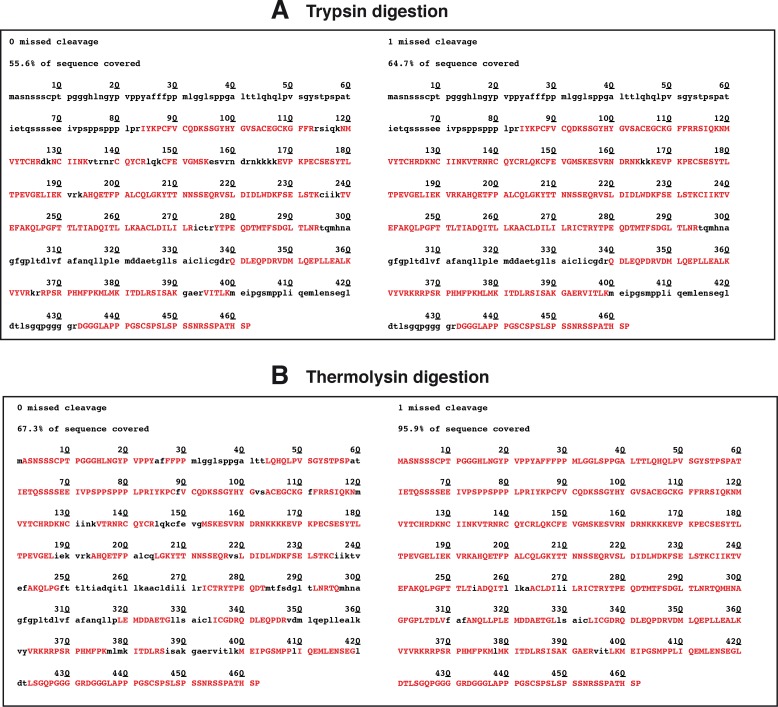
**RARα sequence coverage upon digestion with trypsin (A) or thermolysin (B).** Simulation was performed using PeptideMass Peptide characterization software (Expasy). In red are the obtained peptides.

In the two cell lines, in the absence of RA, we identified peptides mono-phosphorylated at Ser residues located in the NTD (S36, S77) and in the C-terminal domain (S445) (Fig 9A and S5 Table). Peptides bi-phosphorylated at S77 and S74 were also identified. Note that no peptides monophosphorylated at S74 were detected. The MS-MS spectra of the phosphorylated peptides are shown in Fig 7B. S77 and S445 phosphorylation was already found in a previous study [37]. However, S36 is a novel N-terminal proline-directed phosphorylation site. The other novelty is the detection of peptides biphosphorylated at S74 and S77.

**Fig 9:**
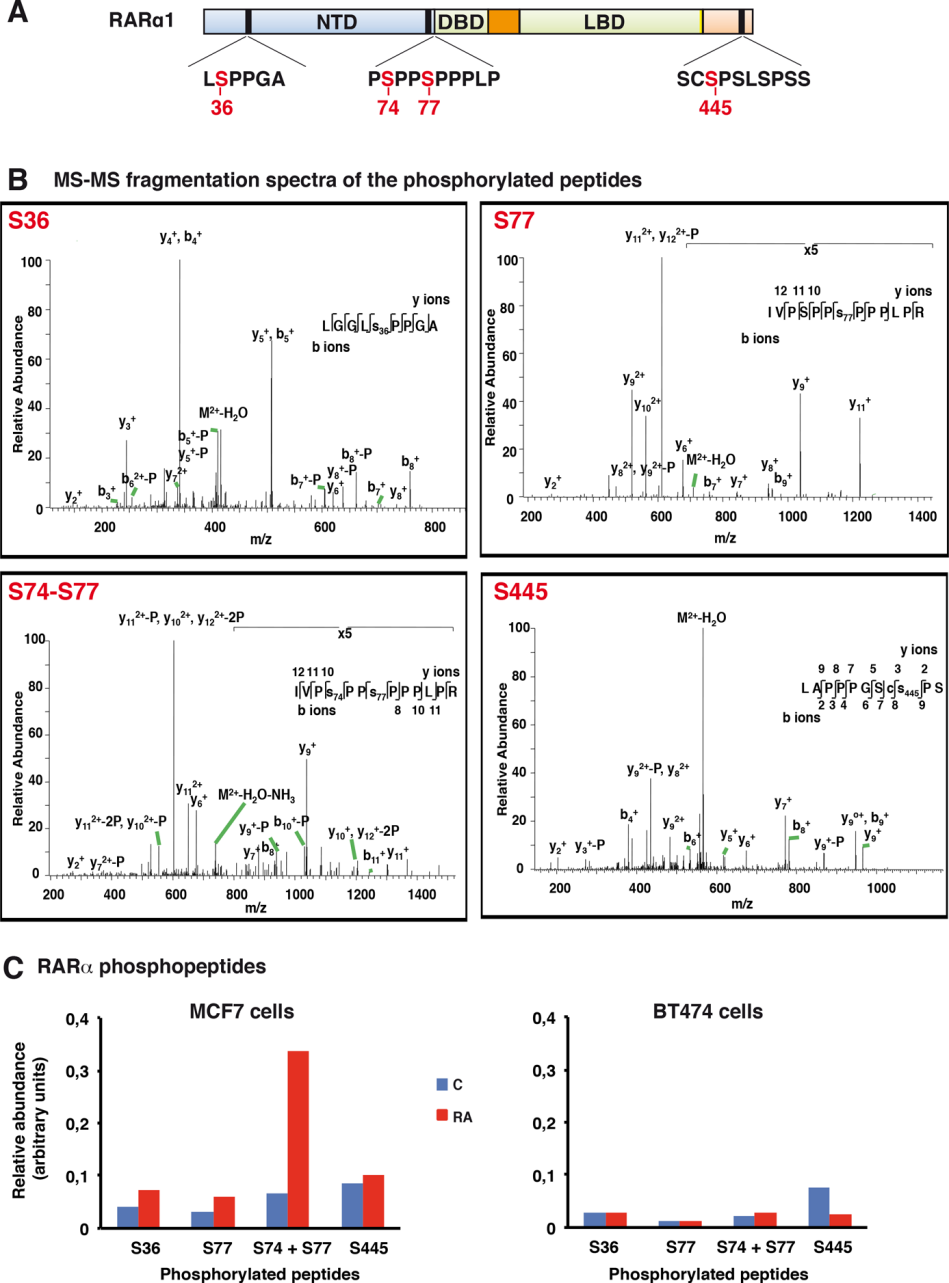
Comparison of the RARα phosphorylation sites in MCF7 and BT474 cells. (A) Schematic representation of the RARα domains with the S36, S74, S77 and S445 phosphosites. (B) MS-MS fragmentation spectra of the phosphorylated peptides. (C) Relative abundance of the RARα phosphopeptides in MCF7 (left) and BT474 cells (right) with and without RA treatment. Peptides numbers were normalized to the protein content of the immunoprecipitation eluates. The values are the average ±20% of two separate experiments.

After RA addition, the number of peptides phosphorylated at S36 and S445 did not change significantly in both cell lines (Fig 9C). The number of peptides monophosphorylated at S77 did not change either. Remarkably, in MCF7 cells, the number of peptides bi-phosphorylated at S74 and S77 increased markedly (Fig 9C). That RA increases the phosphorylation of both S74 and S77 in MCF7 cells was corroborated in immunoprecipitation experiments performed with monoclonal antibodies recognizing specifically RARα phosphorylated at both residues (Fig 10A, lanes 9–12).

**Fig 10:**
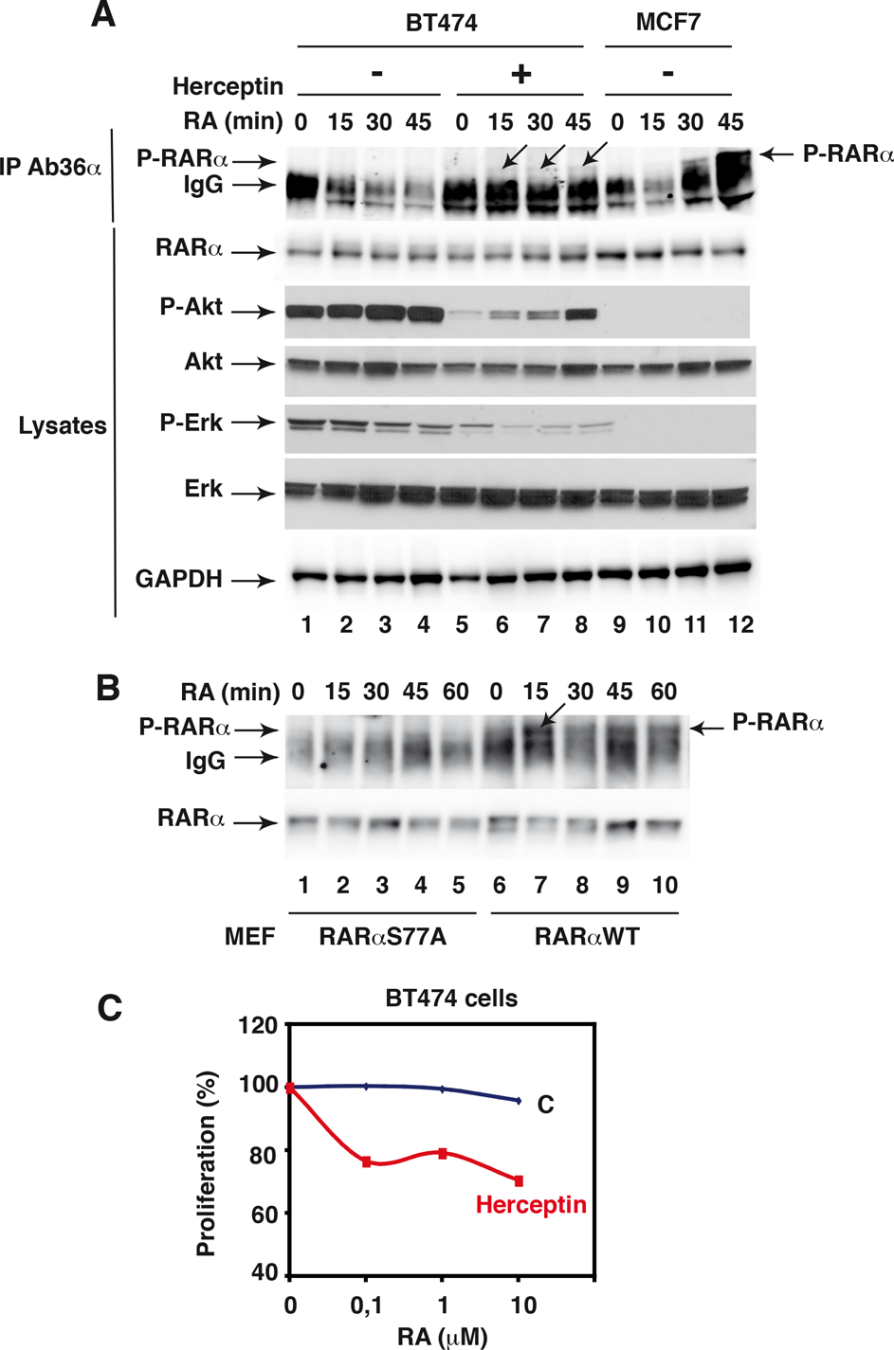
Validation of RARα phosphorylation at S74 and S77. (A). Kinetics experiments showing that RA induces the phosphorylation of RARα at both S74 and S77 in MCF7 cells and not in BT474 cells and that Herceptin (100μg/ml) restores partially RARα phosphorylation. Cell extracts were immunoprecipitated with antibodies recognizing specifically RARα phosphorylated at both S74 and S77 (Ab36α). The eluates were resolved by SDS-PAGE and immunoblotted with RPα(F). Herceptin also decreases the phosphorylation of Akt and Erks. An arrow indicates the band corresponding to the phosphorylated form of RARα. (B). Kinetics experiments showing that RA also induces the phosphorylation of RARα at both S74 and S77 in MEFs expressing RARαWT in a triple RAR null background. No increase was observed in MEFs expressing RARαS77A. Extracts were immunoprecipitated with Ab36α as in A. (C) Herceptin restores the antiproliferative effect of RA on BT474 cells. When 50% confluent, BT474 cells were treated with increasing concentrations of RA in the absence or presence of Herceptin (100μg/ml). Cell proliferation was analyzed after 48h using the XTT (2,3bis-(2methoxy-4-nitro-5sulfophenyl)-2H-tetrazolium-5-carboxanilide) assay kit.

Such results were unexpected since we previously reported only an increase in S77 phosphorylation in MCF7 cells as well as in mouse embryonic fibroblasts (MEFs) [21]. Therefore we performed additional studies taking advantage of MEFs expressing RARαWT or RARα with S77 substituted with an alanine (RARαS77A) in a triple RAR null background [21]. In immunoprecipitation experiments performed with our phosphor antibodies, we found that RA induced the phosphorylation of RARα at both S74 and S77 in MEF expressing RARα WT (Fig 10B, lanes 6–10). However, no signal was obtained with MEFs expressing RARαS77A (Fig 10B, lanes 1–5). Such results suggest that phosphorylation of S74 would depend on that of S77 and explain why in our previous studies combining mutagenesis and phosphopeptide mapping the substitution of S77 with an alanine induced the disappearance of the phosphorylated peptide while the substitution of S74 did not [37].

In contrast, in BT474 cells, the number of peptides bi-phosphorylated at S74 and S77 did not increase upon RA addition (Figs 9C and 8A lanes 1–4). Most interestingly, a pretreatment of BT474 cells with Herceptin, which restores the antiproliferative effect of RA (Fig 10C) and reverses the phosphorylation of Akt and Erks downstream of erbB-2 (Fig 10A), also restored partially the RA-induced phosphorylation of RARα (Fig 10A, lanes 6–8). Such results indicate that the absence of effect of RA on RARα phosphorylation would reflect at least in part ERB-B2 overexpression.

### Genome-wide comparison of the RA-regulated genes

In previous studies, we reported that the phosphorylation of RARα and several other factors is required for the RA-induced activation of canonical RA targets genes [21, 22, 37]. From the above results one can hypothesize that the regulation of the RA target genes would be different in MCF7 and BT474 cells. Therefore the MCF7 and BT474 cells were compared for their repertoire of RA-regulated genes (RA-treated versus untreated), in high throughput sequencing experiments. 

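RNA-seq was performed on 4 libraries, 1 for each condition: MCF7 cells and BT474 cells, human breast cancer cell lines, each given vehicle (ethanol) or all-trans RA for 4 h. The RA dose was 1000 nM in the cell culture methods of the paper and 100 nM in the treatment label of the deposited RA samples. RNA with a poly(A) tail was purified with oligo-dT beads, copied with random primers and sequenced as single-end reads of 54 bases. The authors mapped the reads to the human genome (hg19) with TopHat and Bowtie, and quantified the genes with Cufflinks 1.0.1. The deposited table gives Ensembl gene IDs in FPKM, that is, fragments scaled to the length of the transcript and to the mapped fragments of the library. It holds no read counts, so the depth behind each value is unknown. The ratio of FPKM between libraries that recurred most often, as is the case for genes with single reads, put the depth of the RA library at 0.964 times that of the vehicle library in MCF7 cells and at 1.06 times in BT474 cells. A total of 21507 IDs, of which 12962 are protein-coding genes, reached 1 FPKM in at least 1 library and were compared. The libraries of each cell line were scaled by the median ratio of RA to vehicle, which was 1.01 in MCF7 cells and 0.968 in BT474 cells. The change was the log2 ratio of the scaled FPKM after adding a pseudocount of 1 FPKM, a scale that understates the changes of genes with low values. A gene was counted as changed when it differed by more than 2-fold, the fold threshold of the paper. The adjusted p-value that the paper also required cannot be obtained from FPKM of 1 library per condition, so no test was made, no error can be given for the FPKM and every value describes these 4 libraries. For genes in both lists of the paper, an interval of counting error was computed from the counts of the S6 Table, which leaves out the variation between cultures. Among protein-coding genes with 1 FPKM or more in both libraries of a line, the median absolute deviation of the log2 ratio was 0.21 in MCF7 cells and 0.18 in BT474 cells.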

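In MCF7 cells, 438 protein-coding genes were more than 2-fold higher after RA and 264 were lower. In BT474 cells, 241 were higher and 154 were lower. When the noncoding genes and pseudogenes were counted too, 1020 genes were higher and 1032 lower in MCF7 cells, and 908 were higher and 718 lower in BT474 cells. Genes with less than 300 nt of annotated exons made up 799 of the changed genes of MCF7 cells and 825 of those of BT474 cells. After CYP26A1, the largest increases in MCF7 cells among named genes with longer exons and values of their own were those of SCNN1A, from 2.80 to 171 FPKM, and of DHRS3, from 1.57 to 88.5 FPKM. The largest decreases were those of MORN2, from 25.8 to 0.246 FPKM, and of CCDC91, from 269 to 12.0 FPKM. For CCDC91 the log2 change was -4.39, and the paper's table gives -2.16 from counts, a gap that was not explained. In BT474 cells, also after CYP26A1, RHBDL2 increased from 0.0997 to 17.7 FPKM and the long noncoding RNA DIAPH3-AS1 decreased from 38.8 to 0.113 FPKM. DHRS3 increased in BT474 cells as well, from 4.54 to 84.4 FPKM.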

For each cell line, a list of up- and down-regulated genes was generated (S6 Table). 

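Direct repeats of the motif 5'-RGKTSA-3' were searched on both strands of GRCh37, the genome build of the paper, within 10 kb of the limits of the genes changed by more than 2-fold that the GENCODE annotation locates. At least 1 repeat spaced by 0 to 10 base pairs was found near 97.3% of the 1786 genes of MCF7 cells and near 97.1% of the 1425 genes of BT474 cells, that is, 1738 and 1384 genes, against medians of 1726 and 1388 in the matched sets described below. DR2 was the most frequent, with 6399 repeats in MCF7 cells and 4563 in BT474 cells. In 1000 sets of genes matched on length and mean expression, the median numbers of DR2 were 6458 and 4640.5. A single sequence, AGGTCAGGAGTTCA, made up 61.5% of the DR2 near the MCF7 genes and 59.6% of those near the BT474 genes. Within 10 kb of the gene limits, most spacings were more frequent than in the matched sets. DR5 numbered 1215 in MCF7 cells against a median of 954.0 in the matched sets, and 881 in BT474 cells against 739. Near CYP26A1, on chromosome 10 from 94833232 to 94837642, a DR5 with the sequence GGGTCACAGGCGGGTCA spans positions 94831674 to 94831690. Within 10 kb of the transcription start, a repeat was found for 95.6% of the MCF7 genes and 95.4% of the BT474 genes, 1707 and 1360 genes against 1692 and 1365 in the matched sets. In that region DR5 numbered 400.0 against 319 in the matched sets in MCF7 cells and 282 against 300.0 in BT474 cells. All spacings together numbered 6844 against 6492 in MCF7 cells and 5339 against 5337.5 in BT474 cells, where most spacings were less frequent than in the matched sets. The paper offers the presence of the DRs as support for the regulation by RA of the genes it had called.

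**Figure D1:**
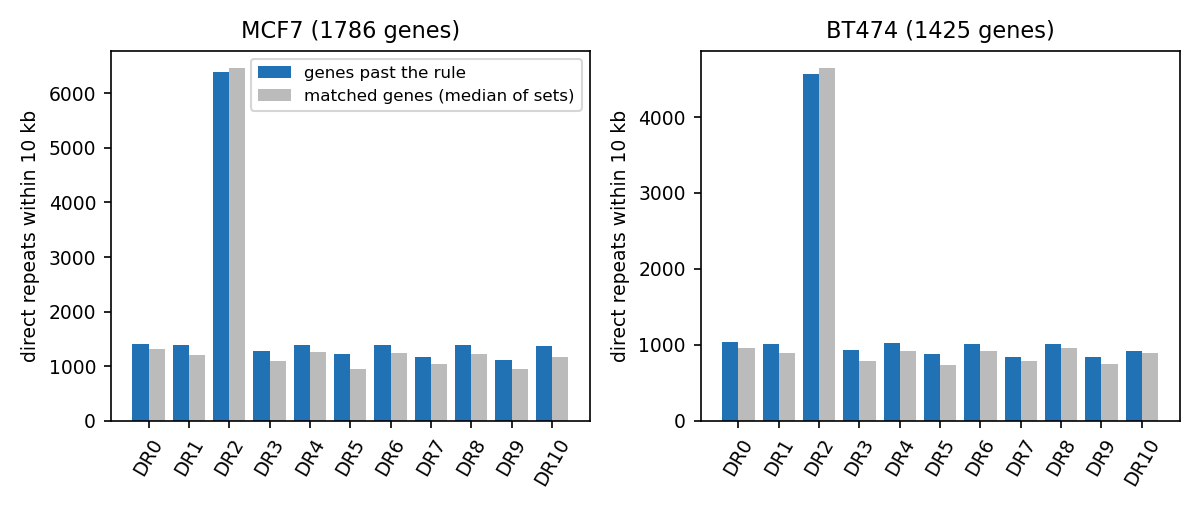
Number of direct repeats of each spacing (DR0 to DR10) within 10 kb of the limits of the genes changed by more than 2-fold in MCF7 cells and in BT474 cells, and the median number in 1000 sets of matched genes. DR2 is the most frequent near the changed genes and near the matched genes.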

The analysis of the regions located ±10 kb from the transcription start sites revealed the presence of direct repeats (DRs) spaced by 0 to 10 base pairs, corroborating that these genes are RA-regulated genes (Fig 11).

**Fig 11:**
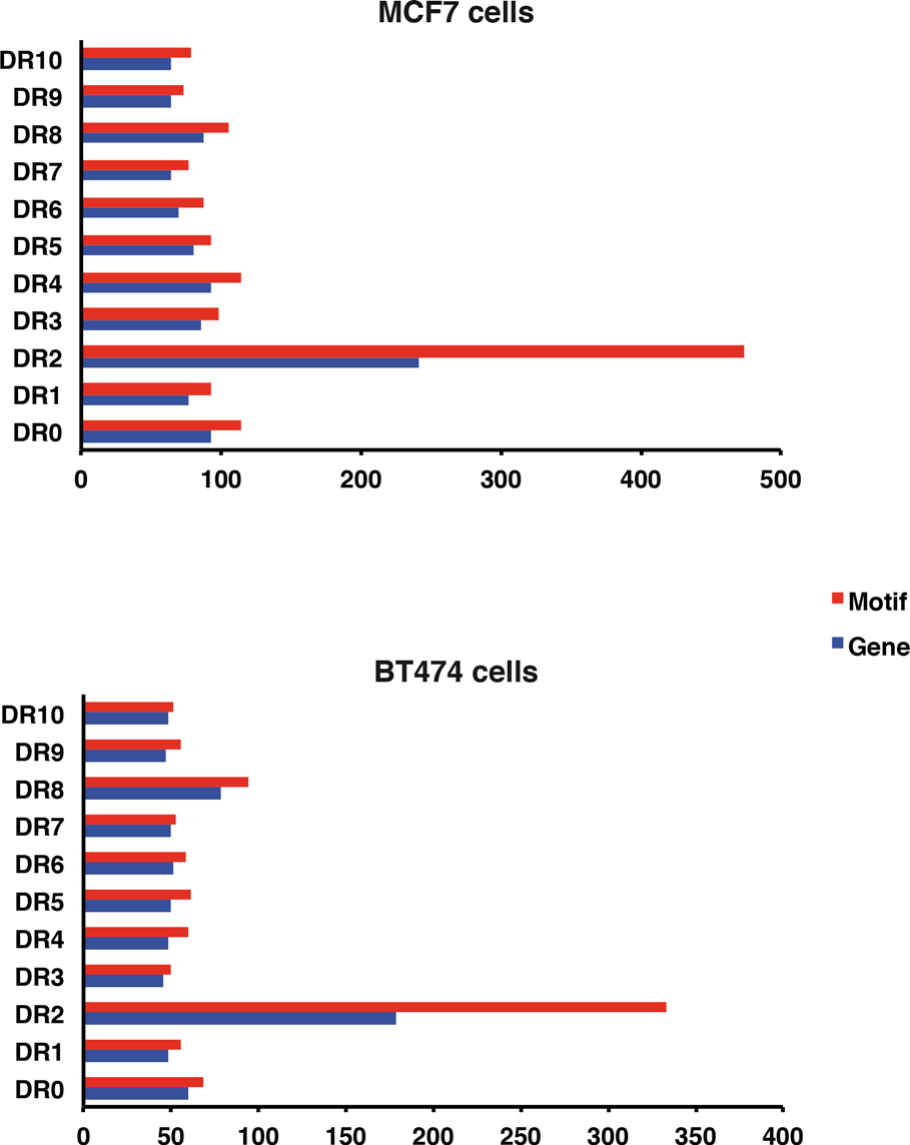
DR (DR0-DR10) in the MCF7 and BT474 RA-regulated genes. The frequencies of the different DRs and of genes with DRs are shown.

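The 702 protein-coding genes changed by more than 2-fold in MCF7 cells were 1.78 times the 395 of BT474 cells. Over all compared IDs, 2052 changed in MCF7 cells and 1626 in BT474 cells, a ratio of 1.26. Among IDs with less than 300 nt of annotated exons, changed IDs were slightly more numerous in BT474 cells. At a threshold of 4-fold, the ratio over all compared IDs was 1.17.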

Interestingly, MCF7 cells depicted 40% more RA-regulated genes than BT474 cells. 

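Of the protein-coding genes changed in MCF7 cells, 84.8% were not changed by more than 2-fold in BT474 cells, and 72.9% of those changed in BT474 cells were not changed in MCF7 cells. These shares were 76.2% and 70.0% over all compared IDs. A gene beyond the threshold in a single line is not shown to differ between the lines, since the difference was not tested. Of the 595 protein-coding genes beyond the threshold in MCF7 cells only, 128 moved by more than 0.5 on the log2 scale in the same direction in BT474 cells, as did 41 of the 288 genes beyond it in BT474 cells only when measured in MCF7 cells. Among all protein-coding genes changed in MCF7 cells, 66.4% had a change of the same sign in BT474 cells, and 60.3% of those changed in BT474 cells had the same sign in MCF7 cells. Over all compared IDs these shares were 44.4% and 37.5%, where IDs with a change of 0 in the other line (22.8% and 30.1%) count as not having the same sign.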

The Venn diagram in Fig 12A shows that 80% of the RA-regulated genes in MCF7 cells were not regulated in BT474 cells and reciprocally. According to enriched Gene Ontology (GO), these genes do not belong to the same functional groups (Fig 12B and 12C).

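Lists of genes by function were compared with random lists matched on expression. These lists, and those used below, were written after the genes that the paper called from these libraries had been read. Their percentiles are therefore not independent of those calls. The 25 measured genes of epithelial ion and fluid transport had a median log2 change of 0.41 in MCF7 cells, at percentile 100.0 of the random lists, and of -0.01 in BT474 cells, at percentile 41.7. In MCF7 cells 8 of them were more than 2-fold higher, among them SCNN1A, ADCY5 and AQP3, and 2 were lower. In BT474 cells 3 were higher. ADCY5 had a log2 change of 0.76 in BT474 cells, where the paper's table gives 2.97 from counts, a gap that was not explained. The paper called 8 of the measured genes in MCF7 cells and 4 in BT474 cells. Among the genes of the list with 10 FPKM or more in a library, the medians were 0.18 (percentile 97.1) and 0.10 (percentile 93.1), so the contrast between the lines depends on this filter. The 36 genes of epithelial adhesion and junctions had medians of 0.08 (percentile 92.8) and 0.00 (percentile 51.7). The 23 measured HOX genes, regulators of development, had medians of 0.62 in MCF7 cells and 0.34 in BT474 cells, both at percentile 100.0, with 6 more than 2-fold higher and 3 lower in MCF7 cells and 2 higher and 2 lower in BT474 cells. The 30 genes of growth arrest and cell death had a median of 0.20 (percentile 99.96) in MCF7 cells and of -0.06 (percentile 13.0) in BT474 cells, while 2 were more than 2-fold higher and 2 lower in MCF7 cells and 4 higher and 1 lower in BT474 cells. The GO terms of Fig 12B and 12C were not recomputed.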

**Fig 12:**
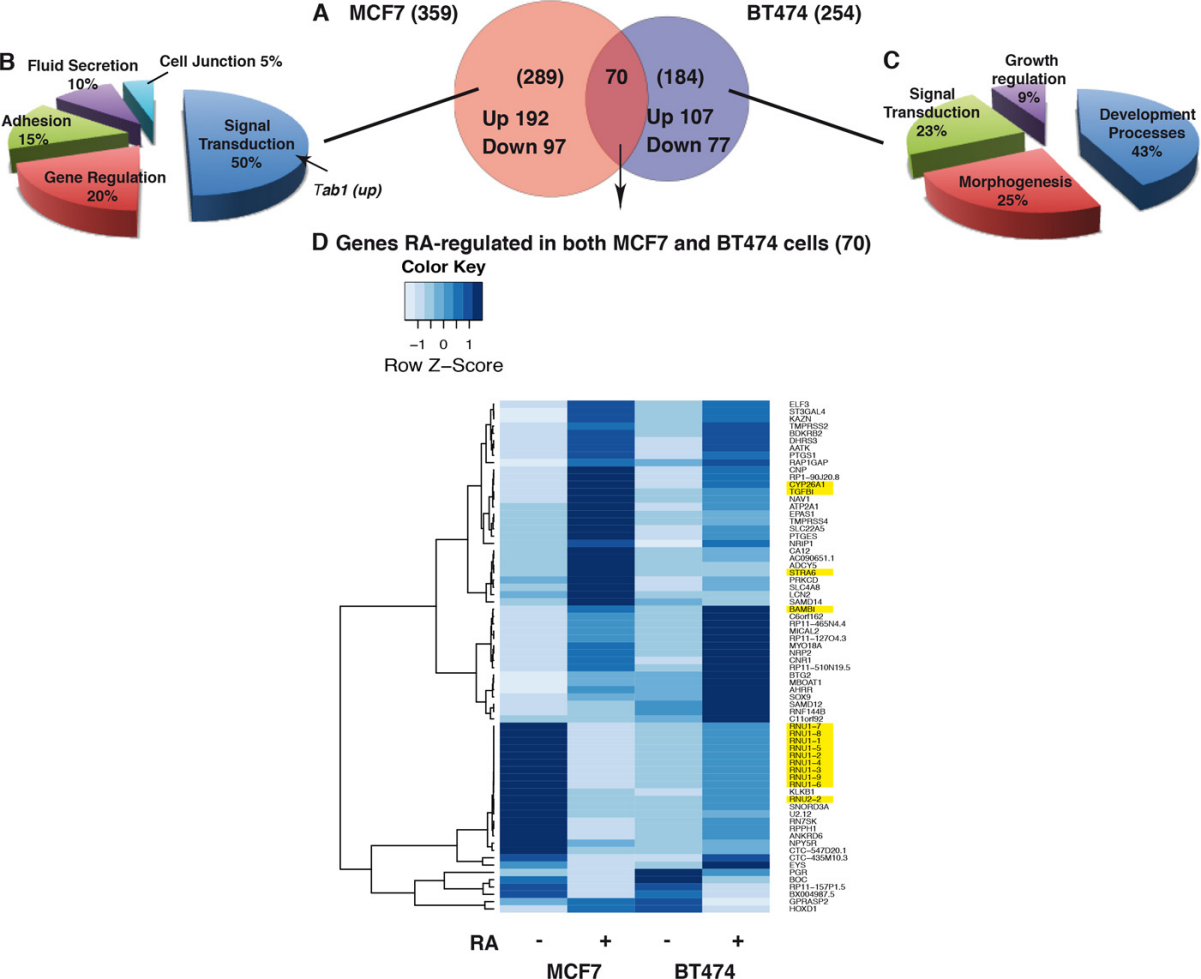
Comparison of the RA-regulated genes in MCF7 and BT474 cells. (A) Venn diagram showing that 80% of the genes that are RA-regulated in MCF7 cells are not in BT474 cells. (B) and (C) 3D pie charts showing the categories of genes that are RA-regulated in MCF7 only and in BT474 cells only. The genes were selected using the Manteia GO statistical analysis on GO analysis with a P value <0,01. (D) Heatmaps showing the genes that are RA-regulated in both cell lines.

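A total of 107 protein-coding genes, 15.2% of those of MCF7 cells, changed by more than 2-fold in both cell lines. Independent lists of the same sizes would share 8.14 genes that were higher in both lines and 3.14 that were lower in both, and 57 and 18 were found. The cell lines have no library in common. Over all compared IDs 488 changed in both lines, of which 261 have less than 300 nt of annotated exons. Among these short IDs, 53 were higher in both and 65 lower in both, fewer than independent lists would share (68.0 and 91.2). The filter admits IDs seen in 1 line only. Of the changed short IDs, 43.8% of those of MCF7 cells and 49.8% of those of BT474 cells had a change of 0 in the other line. Independent lists are therefore not a fair reference for short IDs. Among IDs with 300 nt or more, 71 were higher in both and 31 lower in both, against 11.8 and 5.19. Of the 70 genes that the lists of the paper share, 59 changed by more than 2-fold in both lines in the FPKM.

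**Figure D2:**
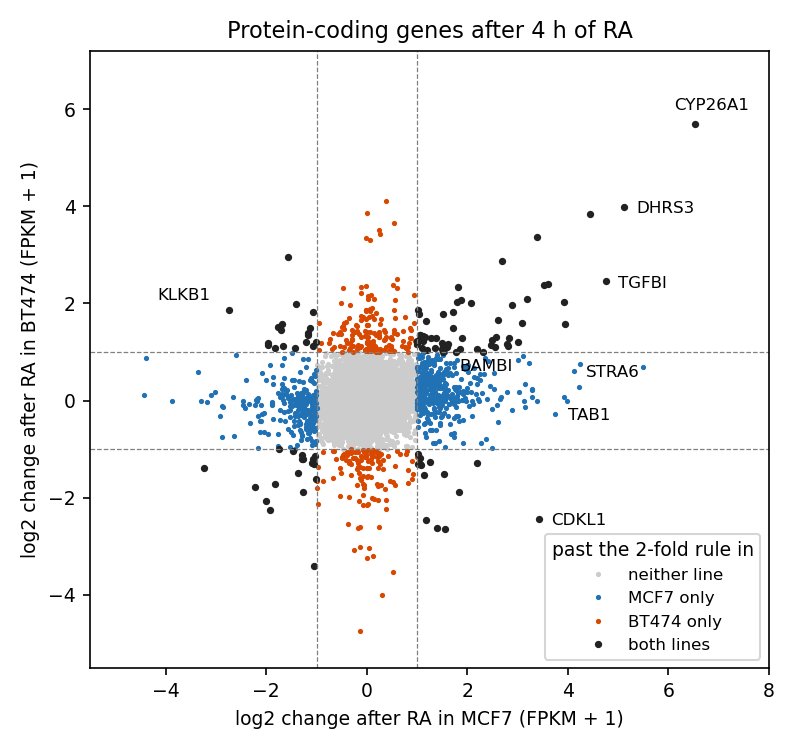
Log2 change after RA in MCF7 cells (x axis) and in BT474 cells (y axis) of the protein-coding genes, on scaled FPKM with a pseudocount of 1, from 1 library per condition. Points are genes, coloured by the line in which they changed by more than 2-fold (dashed lines), and the 107 genes changed in both lines are black.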

In fact, 70 genes corresponding to 20% of the RA-regulated genes in MCF7 cells were also RA-regulated in BT474 cells. However according to the Heatmap in Fig 12D, genes that were up regulated by RA in MCF7 cells were down regulated in BT474 cells. 

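Among the protein-coding genes changed in both lines, 14 were higher after RA in MCF7 cells and lower in BT474 cells, where independent lists would share fewer (expected number 5.20). The largest such difference was that of CDKL1, which went from 3.48 to 47.3 FPKM in MCF7 cells and from 30.7 to 4.68 FPKM in BT474 cells. TRIM2 (log2 change 1.56 in MCF7 cells and -2.63 in BT474 cells) and MELTF (1.40 and -2.63) followed. In BT474 cells MELTF went from 8.53 to 0.509 FPKM while MELTF-AS1, which overlaps it on the other strand, went from 0.16 to 10.2 FPKM, and reads of overlapping genes cannot be assigned to a strand. None of the 17 named genes that went in this direction is in both lists of the paper. Of the 70 genes in both lists of the paper, 43 were higher after RA in both lines, 4 were lower in both and 3 were higher in MCF7 cells and lower in BT474 cells in the FPKM.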

Reciprocally, other genes exemplified by a group of U1 small nuclear RNAs (RNU1) were up regulated in BT474 cells and down regulated in MCF7 cells. 

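In MCF7 cells, RNU1-1 decreased from 138 to 6.22 FPKM after RA, a log2 change of -4.27, and in BT474 cells it increased from 11.5 to 61.4 FPKM, a log2 change of 2.36. The paper lists 9 RNU1 genes, which carry only 2 distinct sets of FPKM between them, so their reads cannot be assigned to single copies. The U2 RNA RNU2-2 had log2 changes of -3.62 and 2.27, RN7SK had -3.95 and 1.27, and RPPH1, the RNA of RNase P, had -5.14 and 1.56. These RNAs carry no poly(A) tail, and the libraries were made from RNA selected for it. The 16 rows of 5S ribosomal RNA that share their values had -4.00 and 1.86. Of the 70 genes in both lists of the paper, 20 were lower in MCF7 cells and higher in BT474 cells, and 15 of these are small noncoding RNAs. Among protein-coding genes, 18 were lower in MCF7 cells and higher in BT474 cells, among them KLKB1 (log2 change -2.75 and 1.86), MAP1B (-1.57 and 2.95) and CDKN2A (-1.97 and 1.18).

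**Figure D3:**
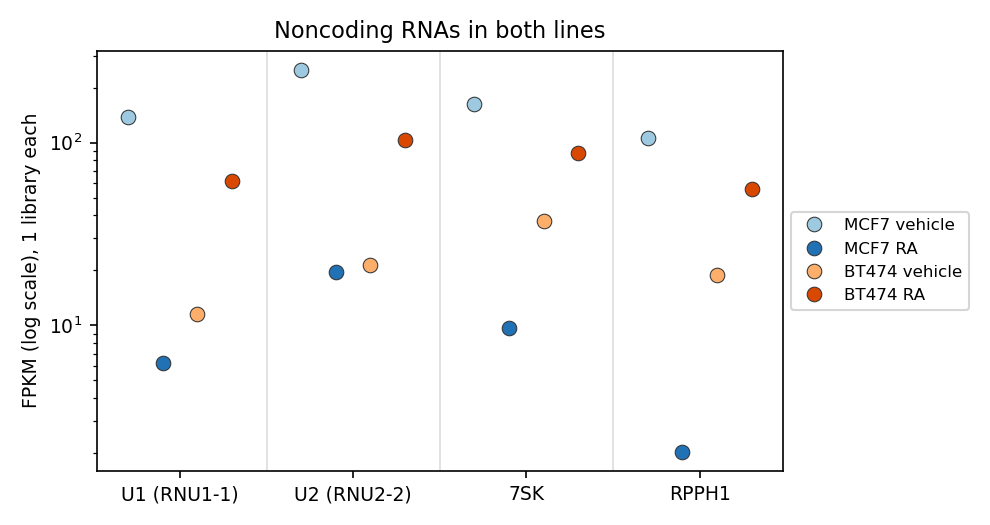
FPKM (log axis) of the U1 RNA RNU1-1, the U2 RNA RNU2-2, 7SK (RN7SK) and RPPH1 in the 4 libraries, 1 point per library. In MCF7 cells the RA library lies below the vehicle library for each RNA, and in BT474 cells above it.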

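CYP26A1, which encodes an RA-degrading cytochrome, increased from 0.0868 to 99.96 FPKM in MCF7 cells and from 0.269 to 62.9 FPKM in BT474 cells. Its log2 change was 6.53 and 5.68, and 10.16 and 7.92 without a pseudocount. STRA6, the membrane receptor for retinol-binding protein, on chromosome 15 from 74471807 to 74504608, increased from 0.0351 to 17.0 FPKM in MCF7 cells and from 0.0259 to 0.56 FPKM in BT474 cells. TGFBI, on chromosome 5 from 135364677 to 135399507, increased from 2.52 to 94.5 FPKM in MCF7 cells and from 9.53 to 54.9 FPKM in BT474 cells, log2 changes of 4.76 and 2.45. With the pseudocount, the log2 change was larger in MCF7 cells by 0.85 for CYP26A1, 3.51 for STRA6 and 2.30 for TGFBI, and these differences were not tested between cultures. The log2 values of the paper, which are without a pseudocount, differ by 2.185, 4.26 and 2.24. Around these, the 95% counting intervals from the counts of the paper were 0.98 to 3.39, 1.88 to 6.64 and 1.92 to 2.57. Of the 70 genes in both lists of the paper, 33 were higher in both lines with the larger log2 change in MCF7 cells, and for 16 of these the difference exceeded 1 with the pseudocount and for 22 genes without it.

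**Figure D4:**
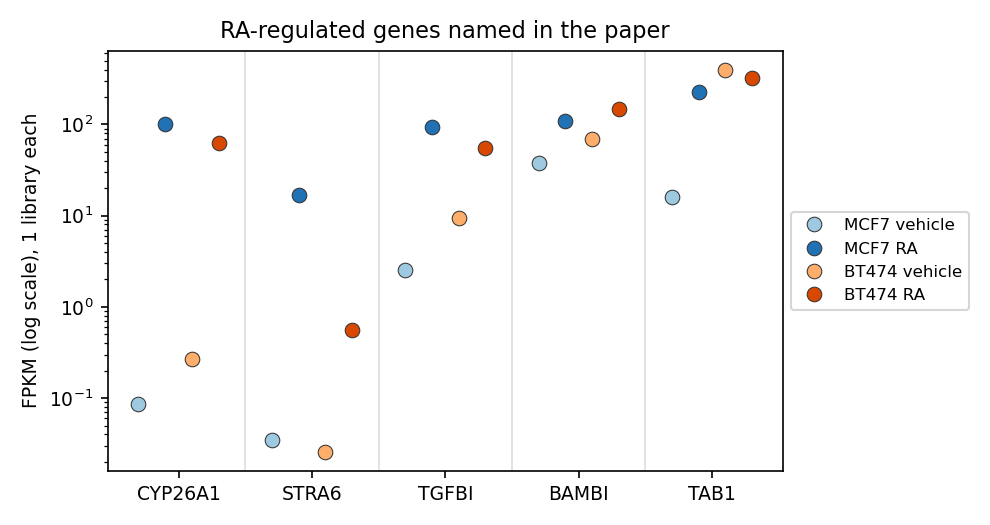
FPKM (log axis) of CYP26A1, STRA6, TGFBI, BAMBI and TAB1 in the 4 libraries, 1 point per library. In BT474 cells RA raises CYP26A1 and TGFBI to levels below those of RA-treated MCF7 cells, and STRA6 stays below 1 FPKM.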

Remarkably, a subset of genes (30%) exemplified by the canonical RA target genes *Cyp26a1* (cytochrome P450, family 26, subfamily b, polypeptide 1), *Stra6* (stimulated by retinoic acid gene 6 homolog) and *TGF1β* (transforming growth factor, beta-induced), were less efficiently up regulated by RA in BT474 than in MCF7 cells. 

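BAMBI, on chromosome 10 from 28966439 to 28971861, increased from 37.3 to 109 FPKM in MCF7 cells and from 69.3 to 148 FPKM in BT474 cells. The log2 change was 1.52 in MCF7 cells and 1.13 in BT474 cells, and the counting interval of the difference from the counts of the paper was 0.29 to 0.47 towards MCF7 cells. Among the 70 genes in both lists of the paper, 10 were higher in both lines with the larger log2 change in BT474 cells, and for none of them did the difference exceed 1 with the pseudocount. Without a pseudocount, and also by the log2 values of the paper's table, the difference exceeded 1 towards BT474 cells for 3 genes. The level after RA was higher in BT474 cells than in MCF7 cells for 18 of the genes that were higher in both lines.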

The opposite was found for an other group (20%) exemplified by the *BAMBI* (BMP And Activin Membrane-Bound Inhibitor) gene, which functions as a negative regulator of the TGF1β signaling pathway [38]. Thus components of the TGF1β pathway are induced in RA sensitive cells [39] and repressed in RA resistant ones. 

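The 44 measured genes of TGF-beta and BMP signalling had a median log2 change of -0.07 in MCF7 cells, at percentile 10.0 of random lists matched on expression, and of 0.01 in BT474 cells, at percentile 63.1. In MCF7 cells 6 of them were more than 2-fold higher, namely TGFBI, TAB1 and BAMBI, which the paper names, and GDF15 (log2 change 1.91), ID1 (1.62) and SMAD3 (1.41), and 3 were lower, THBS1 (-1.46), PMEPA1 (-1.14) and TGFBR1 (-1.04). In BT474 cells 3 were higher, TGFBI, BAMBI and TGFBR3, and 1, BMP4, was lower. From TGF1β and BAMBI, the paper concludes that components of this pathway are induced in sensitive cells and repressed in resistant ones. The list mixes inhibitors such as BAMBI with other members, so its medians and counts do not decide this.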

Corroborating this conclusion, the *TAB1* gene, which encodes an intermediary protein between the TGFβ receptor and MAPKs [40] was induced in MCF7 cells only (Fig 12B). 

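TAB1, on chromosome 22 from 39795783 to 39833065, increased from 15.9 to 227 FPKM in MCF7 cells, a log2 change of 3.75. In BT474 cells it went from 397 to 319 FPKM, a log2 change of -0.27. In vehicle-treated cells its level was 26.5 times as high in BT474 cells as in MCF7 cells after scaling. The paper's own log2 change for MCF7 cells is 1.61, from counts of 588 and 1740, a gap that was not explained. The ratio of 26.5 rests on the same FPKM and is therefore uncertain.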

Altogether these results suggest that RA resistance would reflect a deregulation of most of the RA-target genes, including genes encoding components of the TGF1β pathway.

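Known RA target genes were compared as a group in both lines. The 24 measured genes of retinoid metabolism and signalling had a median log2 change of 0.22 in MCF7 cells, at percentile 99.9 of the matched random lists, and of 0.21 in BT474 cells, at percentile 99.98. In MCF7 cells 7 were more than 2-fold higher and 1 was lower, and in BT474 cells 4 were higher and none was lower. NRIP1, which is in this list, had a log2 change of 1.03 in MCF7 cells and 1.86 in BT474 cells. Of 19 other measured RA target genes, 6 were higher and 1 was lower in MCF7 cells, and 7 were higher and none was lower in BT474 cells, with medians of 0.65 and 0.50, both at percentile 100.0. Which line had the larger median depended on the filter and the pseudocount, with 0.66 and 0.81 among genes with 10 FPKM or more. ELF3 had a log2 change of 3.94 in MCF7 cells and 1.58 in BT474 cells, SOX9 2.48 and 1.15, and BTG2 2.31 and 1.01. From the differences between the lines, the paper proposes that RA resistance reflects a deregulation of most RA target genes.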

### In RA-resistant BT474 cells, RARα is less efficiently recruited to gene promoters

The expression of the RARα-target genes is controlled by the RA-induced recruitment of RARα to specific response elements (RAREs) located in the promoters of the target genes. As this recruitment requires the phosphorylation of RARα at S77 [20, 21], one can propose that the deregulation observed in BT474 cells would reflect the absence of recruitment of RARα subsequent to its deficient phosphorylation.

Therefore, we analyzed the recruitment of RARα to the promoter of the canonical *Cyp26a1* gene which is less efficiently up-regulated by RA in BT474 cells, compared to MCF7 cells (Fig 12D) [22]. ChIP-qPCR experiments showed that in MCF7 cells, RARα was rapidly recruited to both the proximal (R1) and distal (R2) RAREs located in the promoter of the *Cyp26A1* gene (Fig 13A). However RARα recruitment to these elements was markedly decreased in BT474 cells (Fig 13A). It is worth noting that in MEFs expressing RARαS77A, which is phosphorylated neither at S77 nor at S74, RARα was not recruited either at the R1 and R2 elements of the *Cyp26a1* gene promoter (Fig 13B). Collectively, these results indicate that the differential gene regulation observed in the RA-resistant BT474 cells might be correlated at least in part to a deficient phosphorylation and DNA recruitment of RARα.

**Fig 13:**
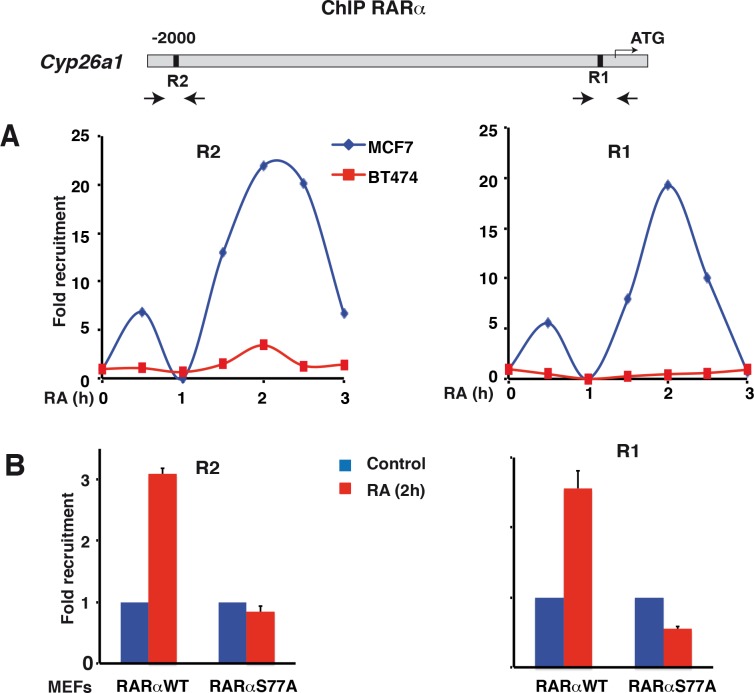
ChIP-qPCR analysis of RARα recruitment at the *Cy26a1* gene promoter. (A) Kinetic ChIP experiments performed with RA-treated MCF7 and BT474 cells and determining the recruitment of RARα to the R1 and R2 response elements of the *Cyp26a1* gene. Values correspond to a representative experiment among 3. (B) ChIP experiments performed with MEFs expressing RARαWT or RARαS77A and determining the recruitment of RARα to the R1 and R2 elements of the *Cyp26a1* gene. Values are the mean ±SD of three experiments.

## Discussion

The aim of the present study was to compare the phosphoproteome of RA sensitive and RA resistant breast cancer cells and to determine whether a deregulated kinome impacts the RA response. We selected two human breast cancer cell lines, the MCF7 and the BT474 cell lines, which are responsive and resistant to RA respectively. BT474 cells depict in addition to several PI3K mutations, ERB-B2 amplification with deregulation of the downstream kinases [14, 41] and thus are a model of choice to analyze the consequences of a deregulated kinome on the RA response in terms of phosphorylation cascades and of gene regulation.

We compared the two cell lines in a large-scale analysis of the phosphorylated proteins and in a genome wide analysis of the RA-regulated genes. The interesting conclusion of this study is that MCF7 and BT474 cells show differences in (i) their phosphoprotein profiles, (ii) their RA-regulated phosphoproteins profiles and (iii) in their RA-regulated genes profiles.

We performed the first MS study of the phosphoproteome and of the phosphorylation events induced by RA in these two cell lines, taking advantage of the recent Orbitrap technology combined to phosphopeptides enrichment. The analysis of the results revealed that several cytosolic and nuclear proteins are phosphorylated in both cell lines. The former are essentially involved in signal transduction, RNA translation and adhesion while the latter are involved in transcription and in chromatin modifications/organization.

The first novelty of the present study is the observation that several proteins were phosphorylated in MCF7 cells only and others in BT474 cells only (Fig 5 and Fig 7). Moreover, RA did not regulate the phosphorylation of the same proteins in the two cell lines, indicating that BT474 cells depict a deregulated kinome, compared to MCF7 cells.

We also performed the first MS analysis of the RARα phosphorylation sites after several technical developments. Indeed, we successfully produced antibodies, which efficiently enriched RARα by immunoprecipitation. We also selected thermolysin, which led to high sequence coverage and generated properly sized peptides embedding the phosphorylation sites. The novelty is the finding that, in MCF7 cells, RA induces the phosphorylation of two serine residues (S77 and S74) located in the NTD. The other novelty is that RA does not induce the phosphorylation of residues in BT474 cells. Given that Herceptin partially restores their phosphorylation, one can speculate that this deregulations reflects, at least in part, the overexpression and phosphorylation of the receptor tyrosine kinase ERB-B2, which activates the downstream PI3K/Akt pathway.

The other novelty is the observation, in a genome wide analysis of the RA-regulated genes, that, in BT474 cells, several canonical RA-target genes were less efficiently up regulated than in MCF7 cells. As the expression of these genes requires the recruitment of the phosphorylated form of RARα at promoters [20, 21], one can speculate that the observed deficient regulation would reflect the absence of phosphorylation of RARα. However the opposite was observed for other genes. In addition, most of the genes that were regulated in MCF7 cells were not in BT474 cells and reciprocally. Thus one cannot exclude that that such discrepancies reflect not only the deficient phosphorylation of RARα but also alterations in the phosphorylation of other transcriptions factors and of chromatin or DNA modifiers (see Fig 7). Studying how the phosphorylation of such factors controls the expression of these genes is out of the scope of this manuscript.

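TGFB1, the gene of the ligand TGF-beta 1 on chromosome 19, went from 26.5 to 18.4 FPKM in MCF7 cells, below the 2-fold threshold. In BT474 cells it was listed at 0.178 FPKM in vehicle and 0.168 FPKM after RA. The gene that the results section describes under the name TGF1β, with the description transforming growth factor, beta-induced, is TGFBI, which rose in both lines and ranked 97 from the highest log2 change in MCF7 cells and 307 in BT474 cells among the compared IDs.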

Most interestingly, our results indicate that in MCF7 cells only, RA increases the expression of *TGF1β* and induces the expression of its downstream target *TAB1*, which are both involved in the activation of MAPKs. They also indicate that in BT474 cells only, RA increases the expression of *BAMBI*, which functions as a negative regulator of the TGF1β signaling pathway [38]. Thus, in the RA resistant BT474 cells, not only the phosphorylation state but also the expression levels of the signaling proteins are altered.

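Among the 21507 compared IDs, BAMBI ranked 560 from the highest log2 change in MCF7 cells and 781 in BT474 cells. It was more than 2-fold higher after RA in both lines, and it is in both lists of the paper.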

In conclusion, this study highlights the importance of the integrity of the kinome for the ability of RA to activate kinases with consequences on the phosphorylation of RARα and several other nuclear proteins involved in transcription and thus on gene expression. Considering that phosphorylation processes control either positively or negatively DNA binding and protein-protein interactions and are part of RA action [20, 21, 42], this study opens new avenues in the understanding of the deregulation of the RA response in cancer or other diseases.

## Supporting Information

S1 Fig Purity test of the cytosolic and nuclear extracts prepared from MCF7 and BT474 cells. An aliquot of each extract was immunoblotted with β-tubulin and lamin A/C antibodies. β-tubulin is present exclusively in the cytosol and lamin A/C exclusively in the nucleus
(TIF)

S2 Fig Phosphorylation motifs. Twenty-five motifs were significantly represented in the cytosol of the vehicle-treated MCF7 cells in experiment R1, using the Motif-X algorithm. (A) Distribution of the different motifs in the dataset. Three percent of the phosphorylation sites did not lead to any motif attribution according to the defined significance criteria. (B) Sequence logos of the various motifs. (C) The motifs are shown with their respective score and their occurrence in the dataset (Foreground Matches) and in the IPI Human Proteome (Background Matches). The relative enrichment of the motifs in the dataset compared to the IPI Human Proteome is also shown (Fold Increase). Similar results were obtained for the other cytosolic or nuclear samples.
(TIF)

S3 Fig **Number of phosphosites per protein, in MCF7 (A) and in BT 474 cells (B).** The results were obtained from the cytosolic extracts (C) and nuclear extracts (N) in experiment 1
(TIF)

S1 Table List of the proteins and phosphoproteins identified in the nuclear and cytoplasmic extracts of MCF7 and BT474 cells with and without RA treatment in the first replicate experiment R1. Only the proteins identified with at least two peptides with high confidence in both the control- and RA-treated extracts were selected.
(XLSX)

S2 Table Same as S1 Table for the second replicate experiment R2.

S3 Table Description of the phosphorylated peptides and of the phosphosites grouped per protein in the replicate experiment R1.

S4 Table Description of the phosphorylated peptides and of the phosphosites grouped per protein in the replicate experiment R2.

S5 Table Description of the RARα phosphorylated peptides identified in MCF7 and BT474 cells. The presented data correspond to a representative experiment among two.
(XLSX)

S6 Table List of the genes that are regulated by RA in MCF7 and BT474 cells. Ensembl IDs, gene names, descriptions and normalized expression values for transcripts that are induced or repressed by RA in the different cell lines are shown. The log2 change in expression and adjusted p value are also indicated.

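The S6 Table gives, for each gene that the authors called in a line, the raw and normalized counts of the vehicle and RA libraries, the log2 fold change, the p-values and the gene name. It lists 359 genes for MCF7 cells and 253 for BT474 cells. The deposited FPKM put 338 of the MCF7 genes and 214 of the BT474 genes beyond 2-fold after the pseudocount. Across the listed genes, which are not independent replicates, the log2 ratio of the FPKM without a pseudocount correlated with that of the table with r = 0.990 in MCF7 cells and 0.985 in BT474 cells. The sign was the same for all 359 MCF7 genes and for 252 BT474 genes. Of 73 protein-coding genes of MCF7 cells that differed by more than 4-fold and reached 10 FPKM, 56 are in the table, as are 20 of 38 in BT474 cells.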

(XLS)

## References

[1] Rochette-EglyC, GermainP. Dynamic and combinatorial control of gene expression by nuclear retinoic acid receptors. Nuclear Receptor Signaling. 2009;7:e005 10.1621/nrs.0700519471584PMC2686084

[2] SamarutE, Rochette-EglyC. Nuclear retinoic acid receptors: conductors of the retinoic acid symphony during development. Mol Cell Endocrinol. 2012;348(2):348–60. Epub 2011/04/21. 10.1016/j.mce.2011.03.025 .21504779

[3] MoutierE, YeT, ChoukrallahMA, UrbanS, OszJ, ChatagnonA, et al Retinoic acid receptors recognise the mouse genome through binding elements with diverse spacing and topology. J Biol Chem. 2012;287(31):26328–41. Epub 2012/06/05. 10.1074/jbc.M112.361790 .22661711PMC3406717

[4] CarrollJS, MeyerCA, SongJ, LiW, GeistlingerTR, EeckhouteJ, et al Genome-wide analysis of estrogen receptor binding sites. Nat Genet. 2006;38(11):1289–97. Epub 2006/10/03. 10.1038/ng1901 .17013392

[5] HuaS, KittlerR, WhiteKP. Genomic antagonism between retinoic acid and estrogen signaling in breast cancer. Cell. 2009;137(7):1259–71. Epub 2009/07/01. 10.1016/j.cell.2009.04.043 .19563758PMC3374131

[6] MahonyS, MazzoniEO, McCuineS, YoungRA, WichterleH, GiffordDK. Ligand-dependent dynamics of retinoic acid receptor binding during early neurogenesis. Genome Biol. 2011;12(1):R2 Epub 2011/01/15. 10.1186/gb-2011-12-1-r2 21232103PMC3091300

[7] Mendoza-ParraMA, WaliaM, SankarM, GronemeyerH. Dissecting the retinoid-induced differentiation of F9 embryonal stem cells by integrative genomics. Mol Syst Biol. 2011;7:538 Epub 2011/10/13. 10.1038/msb.2011.73 21988834PMC3261707

[8] Al TanouryZ, PiskunovA, Rochette-EglyC. Vitamin A and retinoid signaling: genomic and nongenomic effects: Thematic Review Series: Fat-Soluble Vitamins: Vitamin A. J Lipid Res. 2013;54(7):1761–75. Epub 2013/02/27. 10.1194/jlr.R030833 23440512PMC3679380

[9] PiskunovA, Rochette-EglyC. A retinoic acid receptor RARalpha pool present in membrane lipid rafts forms complexes with G protein alphaQ to activate p38MAPK. Oncogene. 2012;31(28):3333–45. Epub 2011/11/08. 10.1038/onc.2011.499 .22056876

[10] PiskunovA, Al TanouryZ, Rochette-EglyC. Nuclear and extra-nuclear effects of retinoid acid receptors: how they are interconnected. Sub-cellular biochemistry. 2014;70:103–27. 10.1007/978-94-017-9050-5_6 .24962883

[11] LaleveeS, FerryC, Rochette-EglyC. Phosphorylation control of nuclear receptors. Methods in molecular biology. 2010;647:251–66. 10.1007/978-1-60761-738-9_15 .20694672

[12] DuongV, Rochette-EglyC. The molecular physiology of nuclear retinoic acid receptors. From health to disease. Biochim Biophys Acta. 2011;1812(8):1023–31. Epub 2010/10/26. 10.1016/j.bbadis.2010.10.007 .20970498

[13] Blume-JensenP, HunterT. Oncogenic kinase signalling. Nature. 2001;411(6835):355–65. 10.1038/35077225 .11357143

[14] SheQB, ChandarlapatyS, YeQ, LoboJ, HaskellKM, LeanderKR, et al Breast tumor cells with PI3K mutation or HER2 amplification are selectively addicted to Akt signaling. PloS one. 2008;3(8):e3065 10.1371/journal.pone.0003065 18725974PMC2516933

[15] TariAM, LimSJ, HungMC, EstevaFJ, Lopez-BeresteinG. Her2/neu induces all-trans retinoic acid (ATRA) resistance in breast cancer cells. Oncogene. 2002;21(34):5224–32. 10.1038/sj.onc.1205660 .12149644

[16] JonesKA, KimPD, PatelBB, KelsenSG, BravermanA, SwintonDJ, et al Immunodepletion plasma proteomics by tripleTOF 5600 and Orbitrap elite/LTQ-Orbitrap Velos/Q exactive mass spectrometers. Journal of proteome research. 2013;12(10):4351–65. 10.1021/pr400307u 24004147PMC3817719

[17] KalliA, SmithGT, SweredoskiMJ, HessS. Evaluation and optimization of mass spectrometric settings during data-dependent acquisition mode: focus on LTQ-Orbitrap mass analyzers. Journal of proteome research. 2013;12(7):3071–86. Epub 2013 May 31. 10.1021/pr3011588 23642296PMC3748959

[18] Engholm-KellerK, LarsenMR. Titanium dioxide as chemo-affinity chromatographic sorbent of biomolecular compounds—applications in acidic modification-specific proteomics. Journal of proteomics. 2011;75(2):317–28. Epub 2011 Aug 4. 10.1016/j.jprot.2011.07.024 .21840430

[19] LeitnerA, SturmM, LindnerW. Tools for analyzing the phosphoproteome and other phosphorylated biomolecules: a review. Analytica chimica acta. 2011;703(1):19–30. Epub 2011 Aug 4. 10.1016/j.aca.2011.07.012 .21843671

[20] Al TanouryZ, GaouarS, PiskunovA, YeT, UrbanS, JostB, et al Phosphorylation of the retinoic acid receptor RARgamma2 is crucial for the neuronal differentiation of mouse embryonic stem cells. J Cell Sci. 2014;147:2095–105. Epub 2014/02/27. 10.1242/jcs.145979 .24569880

[21] BruckN, VitouxD, FerryC, DuongV, BauerA, de TheH, et al A coordinated phosphorylation cascade initiated by p38MAPK/MSK1 directs RARalpha to target promoters. Embo J. 2009;28(1):34–47. Epub 2008 Dec 11. 10.1038/emboj.2008.256 19078967PMC2633082

[22] FerryC, GaouarS, FischerB, BoeglinM, PaulN, SamarutE, et al Cullin 3 mediates SRC-3 ubiquitination and degradation to control the retinoic acid response. Proceedings of the National Academy of Sciences of the United States of America. 2011;108(51):20603–8. Epub 2011 Dec 6. 10.1073/pnas.1102572108 22147914PMC3251120

[23] GaubMP, Rochette-EglyC, LutzY, AliS, MatthesH, ScheuerI, et al Immunodetection of multiple species of retinoic acid receptor alpha: evidence for phosphorylation. Experimental cell research. 1992;201(2):335–46. .132231510.1016/0014-4827(92)90282-d

[24] Al TanouryZ, PiskunovA, AndriamoratsiresyD, GaouarS, LutzingR, YeT, et al Genes involved in cell adhesion and signaling: a new repertoire of retinoic acid receptor target genes in mouse embryonic fibroblasts. J Cell Sci. 2014;127(Pt 3):521–33. Epub 2013 Dec 19. 10.1242/jcs.131946 .24357724

[25] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009;25(9):1105–11. Epub 2009/03/18. 10.1093/bioinformatics/btp120 19289445PMC2672628

[26] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, et al Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nature biotechnology. 2010;28(5):511–5. Epub 2010 May 2. 10.1038/nbt.1621 20436464PMC3146043

[27] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106 Epub 2010/10/29. 10.1186/gb-2010-11-10-r106 .20979621PMC3218662

[28] BenjaminiY, HochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series. 1995;57(B):289–300.

[29] TassyO, PourquieO. Manteia, a predictive data mining system for vertebrate genes and its applications to human genetic diseases. Nucleic acids research. 2014;42(Database issue):D882–91. Epub 2013 Sep 12. 10.1093/nar/gkt807. 10.1093/nar/gkt80724038354PMC3964984

[30] BourG, PlassatJL, BauerA, LaleveeS, Rochette-EglyC. Vinexin beta interacts with the non-phosphorylated AF-1 domain of retinoid receptor gamma (RARgamma) and represses RARgamma-mediated transcription. J Biol Chem. 2005;280(17):17027–37. Epub 2005 Feb 25. 10.1074/jbc.M501344200 .15734736

[31] DickhutC, FeldmannI, LambertJ, ZahediRP. Impact of digestion conditions on phosphoproteomics. Journal of proteome research. 2014;13(6):2761–70. Epub 2014 May 7. 10.1021/pr401181y .24724590

[32] HuttlinEL, JedrychowskiMP, EliasJE, GoswamiT, RadR, BeausoleilSA, et al A tissue-specific atlas of mouse protein phosphorylation and expression. Cell. 2010;143(7):1174–89. 10.1016/j.cell.2010.12.001 21183079PMC3035969

[33] OlsenJV, BlagoevB, GnadF, MacekB, KumarC, MortensenP, et al Global, in vivo, and site-specific phosphorylation dynamics in signaling networks. Cell. 2006;127(3):635–48. 10.1016/j.cell.2006.09.026 .17081983

[34] MaX, ZhaoH, ShanJ, LongF, ChenY, ChenY, et al PDCD10 interacts with Ste20-related kinase MST4 to promote cell growth and transformation via modulation of the ERK pathway. Mol Biol Cell. 2007;18(6):1965–78. Epub 2007 Mar 14. 10.1091/mbc.E06-07-0608 17360971PMC1877091

[35] ThompsonBJ, SahaiE. MST kinases in development and disease. J Cell Biol. 2015;210(6):871–82. 10.1083/jcb.201507005 26370497PMC4576864

[36] KimBR, SeoSH, ParkMS, LeeSH, KwonY, RhoSB. sMEK1 inhibits endothelial cell proliferation by attenuating VEGFR-2-dependent-Akt/eNOS/HIF-1alpha signaling pathways. Oncotarget. 2015;6(31):31830–43. 10.18632/oncotarget.5570 26378810PMC4741643

[37] Rochette-EglyC, AdamS, RossignolM, EglyJM, ChambonP. Stimulation of RAR alpha activation function AF-1 through binding to the general transcription factor TFIIH and phosphorylation by CDK7. Cell. 1997;90(1):97–107. Epub 1997/07/11. .923030610.1016/s0092-8674(00)80317-7

[38] YanX, LinZ, ChenF, ZhaoX, ChenH, NingY, et al Human BAMBI cooperates with Smad7 to inhibit transforming growth factor-beta signaling. J Biol Chem. 2009;284(44):30097–104. Epub 2009 Sep 15. 10.1074/jbc.M109.049304 19758997PMC2781564

[39] FadlounA, KobiD, DelacroixL, DembeleD, MichelI, LardenoisA, et al Retinoic acid induces TGFbeta-dependent autocrine fibroblast growth. Oncogene. 2008;27(4):477–89. Epub 2007 Jul 16. 10.1038/sj.onc.1210657 .17637747

[40] ShibuyaH, YamaguchiK, ShirakabeK, TonegawaA, GotohY, UenoN, et al TAB1: an activator of the TAK1 MAPKKK in TGF-beta signal transduction. Science. 1996;272(5265):1179–82. .863816410.1126/science.272.5265.1179

[41] AliNA, WuJ, HochgrafeF, ChanH, NairR, YeS, et al Profiling the tyrosine phosphoproteome of different mouse mammary tumour models reveals distinct, model-specific signalling networks and conserved oncogenic pathways. Breast cancer research: BCR. 2014;16(5):437 10.1186/s13058-014-0437-3 25200860PMC4303118

[42] BourG, LaleveeS, Rochette-EglyC. Protein kinases and the proteasome join in the combinatorial control of transcription by nuclear retinoic acid receptors. Trends in cell biology. 2007;17(6):302–9. Epub 2007 Apr 30. 10.1016/j.tcb.2007.04.003 .17467991

How the deposited data were processed for this re-analysis (not part of the article)

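The data are 4 RNA-seq libraries, 1 per condition, of MCF7 and BT474 cells given vehicle or RA for 4 h. According to the sample notes and the paper, the reads were called with CASAVA 1.7.0 and mapped to hg19 with Bowtie 0.12.7 and TopHat, for which the sample notes give version 1.2.0 and the paper's methods a later one. The authors quantified genes with Cufflinks 1.0.1 and the Ensembl annotation named in the methods, and deposited the result as FPKM, with no further scaling stated. The counts that the authors normalized and tested with DESeq are in the S6 Table for the called genes, and no other counts were used here. The sums of the FPKM were 4337233 in vehicle-treated and 3874551 in RA-treated MCF7 cells, and 4507780 and 4748444 in BT474 cells. Mitochondrial tRNA genes took between 33.6% and 44.1% of these sums.

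The design written before the data were examined assumed counts, with a counting interval per gene. FPKM allow neither intervals nor limits from a count of 0, so the rule became a change of more than 2-fold between scaled FPKM, with a pseudocount of 1 FPKM and 1 FPKM or more in at least 1 library. This rule, the scaling by the median ratio, the lower limit of 300 nt for ranking named genes and the separate counts for protein-coding genes were chosen once the unit was known. The gene lists and the percentile method were fixed before. Values in FPKM are printed as deposited, and log2 changes are after scaling. The ratio of vehicle to RA was divided by the relative depth of the libraries. For part of the genes it then lay within 0.02% of a ratio of whole numbers up to 10, as low read numbers would give. These were 34.0% of genes with under 300 nt of exons in MCF7 cells and 37.5% in BT474 cells. The shares of all genes were 9.94% and 10.8%.

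Gene types, limits and exon lengths came from GENCODE 44 mapped to GRCh37, which located 45738 of the IDs in the table, and symbols were found for 38728. The authors' annotation was an earlier one. The strand of the reads is not used in the FPKM as far as the paper tells, so a gene and an overlapping gene on the other strand cannot be told apart, and 545 compared IDs share all 4 values with another ID. The genes named are those the paper names for the RNA-seq with ERBB2 and RARA, the 10 largest changes in each direction and line among IDs with 300 nt or more of exons, a gene symbol and values of their own, members of the lists that changed by more than 2-fold, the largest differences between the lines and the genes that changed in opposite directions. They are examples, and the S6 Table had been read when the rule and the lists were written.

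Each of 20 gene lists was described by its median log2 change and the percentile of that median among 10000 random lists of the same size. A stand-in for each member was drawn from the 200 genes nearest in mean expression. The lists are retinoid metabolism, other known RA target genes, HOX genes, TGF-beta and BMP signalling, oestrogen receptor targets, ERBB2 and PI3K genes, proliferation, growth arrest and cell death, adhesion, ion and fluid transport, immediate early and stress genes, interferon response, short RNAs without a poly(A) tail, histones, mitochondrial genes, and markers of lymphocytes, myeloid cells, fibroblasts, endothelium and luminal epithelium. Overlaps between the lines were set beside the number that independent lists would share. Direct repeats were counted within 10 kb of the gene limits and compared with 1000 sets of genes matched on length and mean expression.

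The calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The steps were tested on simulated data, with Poisson counts drawn at an assumed depth and 200 genes changed by known folds in each line. Of the genes changed by 3-fold and by 6-fold, 100.0% passed the rule in both simulated comparisons, and 0.0% of those changed by 1.5-fold did. The changed genes were all protein-coding and well above 1 FPKM in vehicle. These shares say nothing about genes near 1 FPKM, where the pseudocount can keep a 3-fold change below the rule. Of 20874 unchanged IDs, 0.168% passed in the simulation of MCF7 cells and 0.23% in that of BT474 cells. The simulation covers counting error only and not the estimation by Cufflinks or the variation between cultures. Of 100 random lists of unchanged genes, 4 and 9 fell outside the central 95% of their matched lists. The alternatives tried were other scalings, pseudocounts, filters and fold thresholds, and the removal of groups of genes.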

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

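The genes below went in opposite directions in the 2 cell lines, or lie outside those the paper discusses. With 1 library per condition, no difference between the lines was tested. The tests on ribosomal RNA, on well-measured short RNAs, on protein-coding genes with an overlapping gene, on genes without an overlapping gene and on DR2 were chosen after the values had been seen.

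Over all compared IDs, 234 changed by more than 2-fold in both lines in opposite directions, 32 of them protein-coding. Of the 234, 143 have less than 300 nt of exons. Among these, 53 were higher in MCF7 cells and 90 lower, fewer than independent lists would share (61.9 and 100.3). The filter admits short IDs seen in 1 line only, so independent lists are not a fair reference for them. Among IDs with 300 nt or more, 19 were higher in MCF7 cells and 34 lower, against 7.85 and 7.84. The difference of the log2 change, MCF7 minus BT474, was 5.86 for CDKL1 and -4.61 for KLKB1, the extremes among the 32 protein-coding genes, and -6.63 for RNU1-1. Among data the paper does not discuss, 7 distinct sets of values of cytosolic ribosomal RNA had a median log2 change of -2.84 in MCF7 cells. That median is the value of RNA5-8SP4, at 6.12 FPKM in vehicle-treated MCF7 cells and at 0 in the other libraries. All 7 sets were more than 2-fold lower in MCF7 cells. The most abundant, CTD-2328D6.1, had a log2 change of -1.39, and the 16 rows of 5S ribosomal RNA that share their values had -4.00. Of the 7 sets, 4 belong to IDs in the S6 Table.

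U1, U2, 7SK and RNase P RNA were lower after RA in MCF7 cells and higher in BT474 cells. The explanation that all RNA without a poly(A) tail was carried over to a different degree was tested on the other 1016 short RNAs, whose median log2 change was 0.00 in MCF7 cells. That median alone decides little, since 703 of them are listed at 0 in at least 1 MCF7 library, and the U3 RNA SNORD3A, which is in the S6 Table and therefore not among them, moved as U1 did (-4.13 in MCF7 cells and 2.34 in BT474 cells). The 169 of them above 0 in all libraries and with 10 FPKM or more in 1 had medians of -0.35 in MCF7 cells and 0.35 in BT474 cells, the direction of U1, with quartiles of -1.24 and 0.26 in MCF7 cells, far from the change of U1. Also, 36 histone genes, listed by the start of their names as replication-dependent, had quartiles of -0.36 and 0.01 in MCF7 cells. Their quartiles were -0.43 and 0.03 in BT474 cells. Whether each of their mRNAs lacks a poly(A) tail was not checked. All short RNAs that the paper called were left out of the short RNA sets, which takes out strong movers such as U3. The values thus speak only for the RNAs that remained. For those, they go against carry-over of all such RNA alike, and carry-over of a part of it stays open. A different amount of ribosomal RNA and other abundant noncoding RNA in each library stays open. The ribosomal RNA medians were -2.84 in MCF7 cells and 0.90 in BT474 cells, in the direction of U1. Of the 7 sets, all were more than 2-fold lower in MCF7 cells, but only 3 were more than 2-fold higher in BT474 cells. In BT474 cells the most abundant set, CTD-2328D6.1, had a log2 change of 0.15, and RN18S1 had 0.58. A different amount of these RNAs cannot be told apart from an effect of RA because each condition has 1 library. An effect of RA on these RNAs was not tested.

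In 1412 cases a gene changed by more than 2-fold in a line in which 1 of the libraries had less than 0.1 FPKM. Reads moved between overlapping gene models may account for part of them, and 53.9% of the 1104 cases with an overlapping gene had one that moved the other way, but 51.3% had one that moved the same way, and the change of the summed values was within 2-fold in 81.7%, as it would also be beside a stronger unchanged neighbour, so the explanation cannot be told apart from real changes for these genes. Among protein-coding genes, 28 of 77 such cases had an overlapping gene changed by more than 2-fold the other way and 7 had one changed the same way, but the summed values kept the change in 57.1% and were within 2-fold in 31.2%, which goes against the explanation for many of them. In 21.8% of cases no other located gene of the table overlaps by the current gene limits, but the IDs that the annotation does not locate were not searched and the authors' gene models differ, so for these genes too it cannot be told apart from real changes. No biological explanation was tested.

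DR2 was the most frequent direct repeat near the changed genes. Its number was 4.64 times the median of the other spacings near the MCF7 genes, and 5.47 times in the matched sets, and a sequence that recurs throughout the genome may therefore account for it. Within 10 kb of the transcription start, DR2 made up 38.6% of the repeats near the BT474 genes against 36.1% in the matched sets (percentile 99.9), and near the MCF7 genes it numbered 6.33 times the median of the other spacings against 5.85 times, exceptions to this, while near the protein-coding genes of BT474 cells its share was 33.8% against 39.5%. Whether any of these sites binds RAR was not tested.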

How the results depend on the processing

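No paired analysis was possible within a line because each line has 1 vehicle and 1 RA library. A model of RA with the lines as blocks would take the difference between the lines as its error and was not run. The alternatives by total counts, TMM, filters of 10 or 100 counts, counting intervals for all genes, a minimum of 50 counts and an estimated dispersion need counts of all genes and were not run. Counting intervals were computed only for the 70 genes that the lists of the paper share, from the paper's counts. Of the alternatives chosen in advance, leaving out the filter on low values, a 4-fold threshold, counting rows with the same values once, leaving out RNAs without a poly(A) tail and the region around the transcription start were run. The others were chosen after the values had been seen. A count is taken as moved when it differs by more than 1.5 times, and a log2 value when it differs by more than 0.5.

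The share of changed genes found in a single line and the ratio of MCF7 to BT474 (1.17 to 1.78) held under every alternative run. So did, where computed, the share of genes with a direct repeat, the baseline differences of ERBB2 and RARA and the direction of the named genes. The limit of 1.5 times is wide here, since these shares are too high to rise by that much. Taken as a percentage, the excess of MCF7 genes ran from 16.5% to 77.7%. Among IDs with less than 300 nt of exons, which was not one of the alternatives, the ratio was 0.97. Leaving out the filter left the counts of changed genes as they were, an outcome nearly fixed in advance. With a pseudocount of 1, a gene below 1 FPKM in every library can hardly exceed 2-fold. The number of genes whose changes differ between the lines went from 3078 to 3135 without the filter. Scaling by total FPKM, by a trimmed mean or not at all moved no count by more than 1.5 times, although total FPKM shifted the median of protein-coding genes to 0.15 in MCF7 cells and to -0.13 in BT474 cells. List medians near 0 changed sign with that shift, such as that of TGF-beta and BMP signalling (0.07 in MCF7 cells and -0.06 in BT474 cells), so their percentiles carry the comparison. Of 38 medians of lists with 5 or more measured genes, 18 lay outside the central 95% of their random lists, and 13 (of 34, with 10 FPKM or more) to 21 (of 38, with exons of 300 nt or more) under the alternatives that were run for lists. Of 258 list medians under alternatives, 6 no longer stood apart, 3 newly did and 249 kept their place.

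The counts of genes moved as the construction of each setting implies (fewer genes compared, a stricter threshold, or a pseudocount that shrinks the changes of low values more or less). In the order higher and lower in MCF7 cells, higher and lower in BT474 cells, they were 1020, 1032, 908 and 718. They became 570, 617, 531 and 427 with 10 FPKM or more, 388, 500, 400 and 362 at 4-fold, 507, 556, 466 and 401 with a pseudocount of 5, 594, 393, 361 and 239 with exons of 300 nt or more, and 438, 264, 241 and 154 for protein-coding genes. With a pseudocount of 0.1, 1610 were higher in MCF7 cells and 1399 higher and 1125 lower in BT474 cells. Without RNAs lacking a poly(A) tail, 474 were lower in BT474 cells.

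The genes changed in both lines, 488, and those in opposite directions, 234, became 187 and 96 at 4-fold, 977 and 428 with a pseudocount of 0.1, 266 and 131 with one of 5, 298 and 120 without RNAs lacking a poly(A) tail, 155 and 53 with exons of 300 nt or more, and 107 and 32 for protein-coding genes. The genes whose changes differ between the lines by more than 1 on the log2 scale became 1705 with 10 FPKM or more, 1658 with a pseudocount of 5, 1395 with longer exons and 930 for protein-coding genes. The genes that differ by more than 1 between the vehicle libraries became 4262, 3741 and 3949 with 10 FPKM or more, with a pseudocount of 5 and for protein-coding genes. The difference between the lines was 1.60 for CYP26A1 and 4.57 for STRA6 with a pseudocount of 0.1, and 1.98 for STRA6 and 1.64 for TGFBI with one of 5. Depth limits the genes with under 300 nt of exons most: in simulated data, 1.55% and 2.13% of such unchanged genes passed, against 0.168% and 0.23% of all.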

Differences from the paper's values

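The paper's counts rest on a 2-fold threshold with an adjusted p-value under DESeq. The counts here use the fold threshold alone, on FPKM with a pseudocount of 1, so the unit, the scaling, the filter, the pseudocount and the adjusted p-value all differ from the paper's. With no replicates, values are called different when 1 is more than 1.5 times the other, and log2 values when they differ by as much.

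The paper lists 359 genes for MCF7 cells and 253 for BT474 cells, and 2052 and 1626 changed here. All alternatives gave more than 1.5 times the paper's numbers, including the 4 set before the data were examined, the 4-fold threshold among them. Of these 4, leaving out the filter could hardly change the numbers, because of the pseudocount. The paper gives 70 genes regulated in both lines and 488 were found here. There were 187 at 4-fold, 298 without RNAs lacking a poly(A) tail and 454 with rows of the same values counted once. Leaving out the filter gave 488, for the same reason.

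The paper states 40% more regulated genes in MCF7 cells, and 26.2% more were found here. The comparison that follows is of these percentages. Taken as ratios of the numbers of genes, the value here (1.26) and all alternatives lie within 1.5 times of the paper's. Of the alternatives set before the data were examined, leaving out RNAs without a poly(A) tail gave 40.6% and counting rows with the same values once gave 32.5%, both within 1.5 times of the paper's, while the 4-fold threshold gave 16.5%. No filter gave 26.2%, a value that the pseudocount nearly fixed in advance. Of the alternatives chosen after seeing the values, the scalings also came within it, at 33.4% by total FPKM, 26.7% by the trimmed mean and 28.1% unscaled, while 10 FPKM or more (23.9%), pseudocounts of 0.1 (25.0%) and 5 (22.6%), exons of 300 nt or more (64.5%) and protein-coding genes (77.7%) did not. The scalings put 343, 338 and 338 of the paper's 359 MCF7 genes beyond 2-fold, and 206, 214 and 208 of its 253 BT474 genes, against 338 and 214 with the median ratio.

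The paper gives 30% of the shared genes as less efficiently up regulated in BT474 cells. Of its 70 shared genes, 47.1% were higher in both lines with the larger log2 change in MCF7 cells, and 48.6% without a pseudocount, the scale of the paper's table. When the difference had to exceed 1, a limit chosen after seeing the values, the share was 22.9% with the pseudocount and 31.4% without it, and also 31.4% by the log2 values of the paper's table, which is within 1.5 times of the paper's share. That limit keeps 22 of the 34 genes with the larger change in MCF7 cells without a pseudocount. The paper gives 20% as more efficiently up regulated in BT474 cells. The share was 14.3% with the pseudocount, 12.9% without it and 8.57% by the log2 values of the paper's table. When the difference had to exceed 1, it was 0.0% with the pseudocount and 4.29% without it and by the paper's log2 values. Among the shared genes higher in both lines, the counting interval of the difference, from the paper's counts, lay on the side of MCF7 cells for 32. It lay on that of BT474 cells for 4. These are 45.7% and 5.71% of all 70 shared genes. No alternative set before the data were examined was computed for this share. The paper's log2 change of TAB1 in MCF7 cells is 1.61, and the FPKM gave 3.83 without a pseudocount, the scale of the paper's table. Total FPKM and the trimmed mean, chosen after the data were seen, gave 4.00 and 3.83.

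Near the genes of the S6 Table, within 10 kb of the gene limits as the methods state, 1604 DR2 were found in MCF7 cells and 1120 in BT474 cells, where the paper shows about 470 and about 330 (Fig. 11, read by eye). Within 10 kb of the transcription start, as the results section states and as set before the data were examined, 423 and 277 were found, both within 1.5 times of the paper's.

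The paper states that genes up regulated in MCF7 cells were down regulated in BT474 cells. Of its 70 shared genes, 43 were higher in both lines and 3 were higher in MCF7 cells and lower in BT474 cells. The opposite case of the RNU1 genes was found as stated. The paper gives BAMBI as an example of stronger induction in BT474 cells, and in its discussion as induced in BT474 cells only. The log2 change was 1.52 in MCF7 cells and 1.13 in BT474 cells, and larger in MCF7 cells under every scaling and pseudocount run, while the level after RA was higher in BT474 cells, at 148 against 109 FPKM. CYP26A1, STRA6 and TGFBI had the larger log2 change in MCF7 cells, as the paper states. The discussion gives TGF1β as increased in MCF7 cells only. TGFBI rose in both lines, with log2 changes of 4.76 and 2.45, and TGFB1 went from 26.5 to 18.4 FPKM in MCF7 cells. The paper describes components of the TGF1β pathway as repressed in resistant cells. Of 44 measured genes of TGF-beta and BMP signalling, 3 were more than 2-fold higher in BT474 cells and 1 was lower. BAMBI, which the paper describes as a negative regulator of the pathway, is among the 3. The list mixes inhibitors with other members, so these counts do not decide whether the pathway is repressed. The paper proposes that most RA target genes are deregulated in resistant cells. Of 19 measured RA target genes outside retinoid metabolism, 7 were more than 2-fold higher in BT474 cells and 6 in MCF7 cells. The median was 0.65 in MCF7 cells and 0.50 in BT474 cells, and the order of the lines was the reverse among genes with 10 FPKM or more (0.66 and 0.81) and with a pseudocount of 0.1 (0.85 and 0.90), both chosen after seeing the values. Of 24 genes of retinoid metabolism and signalling, 4 were higher in BT474 cells and 7 in MCF7 cells, with medians of 0.21 and 0.22, and 0.26 and 0.22 with a pseudocount of 0.1.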

Other observations

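In vehicle-treated cells, ERBB2 was listed at 19.5 FPKM in MCF7 cells and at 1037 FPKM in BT474 cells, a log2 difference of 5.83, and RARA at 28.2 and 23.6 FPKM, a log2 difference of -0.08. RA changed ERBB2 by 0.34 in MCF7 cells and -0.04 in BT474 cells on the log2 scale.

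The other gene lists gave the following medians of the log2 change, with percentiles among matched random lists. Oestrogen receptor targets had -0.06 (10.1) in MCF7 cells and -0.16 (0.15) in BT474 cells, with 4 higher and 3 lower in MCF7 cells and 2 higher and none lower in BT474 cells. ERBB2 and PI3K genes had -0.14 (1.46) and -0.12 (1.67), and no longer stood apart in MCF7 cells with 10 FPKM or more (9.03) or in either line against protein-coding genes only (2.68 and 2.84). Proliferation genes had -0.10 (3.21) and -0.03 (36.6), and none of the 28 changed by more than 2-fold in either line. Immediate early and stress genes had -0.08 (7.48) and -0.26 (0.0), and interferon response genes -0.09 (12.9) and 0.09 (92.2). Histones had -0.12 (3.82) and -0.18 (0.09), the latter at percentiles 4.95 with 10 FPKM or more and 5.78 among protein-coding genes, and mitochondrial genes -0.01 (10.7) and 0.18 (99.7). The 1046 short RNAs without a poly(A) tail had 0.00 in both lines (50.0), with 201 higher and 326 lower in MCF7 cells and 297 higher and 242 lower in BT474 cells. Luminal epithelial markers had 0.17 (99.1) and -0.13 (1.08). With exons of 300 nt or more, proliferation genes (2.05), histones (1.63) and the short RNAs (-0.61, percentile 0.0) newly stood apart in MCF7 cells. The epithelial ion and fluid transport genes no longer did in MCF7 cells with 10 FPKM or more (97.1).

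Lists of markers of other cell types had few measured genes. In MCF7 and BT474 cells, 7 lymphocyte markers had medians of 1.43 (100.0) and 0.00 (50.7), 4 myeloid markers 0.96 (98.1) and -0.05 (10.5), 8 fibroblast markers -0.16 (15.0) and -0.01 (35.2), and 6 endothelial markers 0.66 (98.8) and -0.01 (47.6). The 7 lymphocyte markers are those of 22 found that reached 1 FPKM. IGHG1 to IGHG4 reached it only in the RA library of MCF7 cells, and the median of 1.43 is the value of IGHG4. Their rise thus decided their inclusion, and no conclusion can be drawn from that percentile. The endothelial marker CDH5 likewise reached 1 FPKM only in RA libraries, and the myeloid marker CD14 was at 0 in vehicle-treated MCF7 cells. The percentiles of the myeloid and endothelial lists in MCF7 cells may carry the same limit. After RA in MCF7 cells, IGHG1 was at 3.79 FPKM, IGHG3 at 3.38 FPKM and CD27 at 12.1 FPKM, against 0.0117, 0.0531 and 0.481 FPKM in vehicle. IGKC, JCHAIN and MS4A1 were listed at 0 in both MCF7 libraries. FAM30A, which lies near the IGHG genes on chromosome 14, went from 0.521 to 48.4 FPKM. CD14 was listed at 0 in vehicle and at 9.45 FPKM after RA. CDH5 rose in both lines, from 0 to 20.9 FPKM in MCF7 cells and from 0.237 to 16.3 FPKM in BT474 cells, and the paper lists it for BT474 cells only.

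Near the genes of the S6 Table, within 10 kb of their limits, DR5 numbered 385 in MCF7 cells against a median of 248 in matched sets (percentile 99.9), and 287 in BT474 cells against 187 (percentile 100.0). Most other spacings except DR2 were also more frequent there than in the matched sets. Within 10 kb of the transcription start, the numbers were 87 against 63.0 (percentile 99.8) and 56 against 45.0 (percentile 93.3). DR2 near the same genes numbered 1604 against 1696 and 1120 against 1227 within 10 kb of the limits.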
